# The coordinate actions of calcineurin and Hog1 mediate the stress response through multiple nodes of the cell cycle network

**DOI:** 10.1371/journal.pgen.1008600

**Published:** 2020-04-28

**Authors:** Cassandra M. Leech, Mackenzie J. Flynn, Heather E. Arsenault, Jianhong Ou, Haibo Liu, Lihua Julie Zhu, Jennifer A. Benanti

## Abstract

Upon exposure to environmental stressors, cells transiently arrest the cell cycle while they adapt and restore homeostasis. A challenge for all cells is to distinguish between stress signals and coordinate the appropriate adaptive response with cell cycle arrest. Here we investigate the role of the phosphatase calcineurin (CN) in the stress response and demonstrate that CN activates the Hog1/p38 pathway in both yeast and human cells. In yeast, the MAPK Hog1 is transiently activated in response to several well-studied osmostressors. We show that when a stressor simultaneously activates CN and Hog1, CN disrupts Hog1-stimulated negative feedback to prolong Hog1 activation and the period of cell cycle arrest. Regulation of Hog1 by CN also contributes to inactivation of multiple cell cycle-regulatory transcription factors (TFs) and the decreased expression of cell cycle-regulated genes. CN-dependent downregulation of G1/S genes is dependent upon Hog1 activation, whereas CN inactivates G2/M TFs through a combination of Hog1-dependent and -independent mechanisms. These findings demonstrate that CN and Hog1 act in a coordinated manner to inhibit multiple nodes of the cell cycle-regulatory network. Our results suggest that crosstalk between CN and stress-activated MAPKs helps cells tailor their adaptive responses to specific stressors.

## Author summary

In order to survive exposure to environmental stress, cells transiently arrest the cell division cycle while they adapt to the stress. Several kinases and phosphatases are known to control stress adaptation programs, but the extent to which these signaling pathways work together to tune the stress response is not well understood. This study investigates the role of the phosphatase calcineurin in the stress response and shows that calcineurin inhibits the cell cycle in part by stimulating the activity of the Hog1/p-38 stress-activated MAPK in both yeast and human cells. Crosstalk between stress response pathways may help cells mount specific responses to diverse stressors and to survive changes in their environment.

## Introduction

Cells must constantly monitor their environment and correctly interpret extracellular signals such that they grow and divide only in favorable conditions. When cells attempt to divide in unfavorable conditions this often results in cell death. Therefore, the signaling pathways that sense and interpret changes in the environment are critical. Cells must detect and distinguish among a wide array of environmental stressors including oxidative stress, temperature, DNA damage, and changes in pH or osmolarity. In each of these cases, cells transiently arrest the cell cycle, while also promoting stress-specific changes in post-translational modifications and gene expression that allow cells to adapt to their new environment [1]. To mount specific responses against all of these diverse insults, cells utilize multiple signaling pathways that respond to different inputs. However, the mechanisms by which different stress-response pathways work together to coordinate cell cycle arrest and adaptation to specific stressors is not well understood.

The cell cycle is driven by a transcriptional program that is orchestrated by an interconnected network of transcription factors (TFs). Cyclical transcription established by these TFs ensures that cell cycle regulators are expressed precisely at the times their functions are needed and promotes unidirectional progression through the cell cycle [2–4]. Many environmental stressors trigger checkpoints that inhibit the activities of these TFs and impair cell cycle progression. This occurs at both the G1/S restriction point, when cells decide whether or not to commit to DNA replication, and at the G2/M transition, before cells proceed into mitosis [5].

A critical mediator of the cellular stress response is the calcium/calmodulin-activated phosphatase calcineurin (CN), which is essential for cells to survive numerous environmental insults. In mammals, oxidative stress and nutrient starvation promote the release of lysosomal Ca^2+^, which activates CN, leading to increased lysosome biogenesis and autophagy [6,7]. Similarly, a number of environmental stressors, including alkaline pH, toxic ions, and cell wall stress, trigger an influx of cytoplasmic Ca^2+^ that activates CN in budding yeast [8]. The best studied downstream effector of CN in this system is the TF Crz1, which upon dephosphorylation by CN translocates to the nucleus and activates transcription of approximately 150 target genes [9]. Crz1 targets include many regulators that feedback and shut off Ca^2+^-signaling and the CN response, which promotes adaptation to the stress. In addition to activating gene expression via Crz1, CN regulates a number of processes that change the physiology of the cell to allow it to cope with stress including protein trafficking, transcription, polarized growth, and others [8,10].

A few cell cycle regulators have also been identified as CN targets, suggesting that CN may help coordinate the stress response with cell cycle arrest [10,11]. Inactivation of the S-phase specific transcriptional activator Hcm1 by CN leads to decreased expression of its target genes, which include TFs that act at a later stage in the cell cycle [12]. However, it is not known if CN impairs cell cycle-regulated gene expression solely through inactivation of Hcm1, or if CN regulates the TF network through additional mechanisms.

Here, we sought to obtain a network level view of how CN impacts the cell cycle to better understand the mechanisms by which cells respond to cellular stresses. To this end, we analyzed the temporal response of the cell cycle-regulated transcriptome in response to CN activation and characterized the pathways mediating the CN response at each node of the cell cycle. Remarkably, we find that CN downregulates targets of multiple cell cycle TFs through distinct mechanisms. We show that CN blocks expression of G1/S genes by prolonging the activity of the stress-activated MAPK Hog1, an established inhibitor of G1/S TFs [13,14]. In contrast, CN inactivates G2/M TFs through both Hog1-dependent and -independent mechanisms. In this way, cells tailor their response to Ca^2+^-stress by coordinating the activation of CN and Hog1. Together, CN and Hog1 trigger widespread rewiring of the cell cycle-regulated transcriptional program as well as a transient cell cycle arrest that enables cells to rapidly respond and adapt to environmental stress.

## Results

### CN inhibits the cell cycle in response to stress

To understand the dynamics of cell cycle regulation by CN as cells respond and adapt to stress, we followed the cell cycle distribution of a population of asynchronous cells over time following CN activation. Cells were treated with CaCl_2_ to elicit strong activation of CN, following pre-treatment with either the CN inhibitor FK506 or buffer alone to identify CN-specific changes. In addition, to lengthen the window of time before cells adapted to the CaCl_2_ stress, experiments were performed in cells lacking the CN target Crz1. In these conditions, the addition of CaCl_2_ arrested cells by 30 minutes, which was evident by the depletion of cells in S-phase (Fig 1A and 1B). Interestingly, this arrest occurred in both control (ET) and FK506-treated cells, indicating that the initiation of cell cycle arrest is CN-independent. However, at later time points, FK506-treated cells resumed cycling while control cells remained arrested (Fig 1A and 1B). A similar pattern of cell cycle arrest also occurred in wild-type (*CRZ1* proficient) cells, although cells resumed cycling more quickly, as expected (S1A and S1B Fig). These data demonstrate that the transient cell cycle arrest induced by CaCl_2_ occurs independently of CN, however CN is required to maintain the arrest over time.

**Fig 1:**
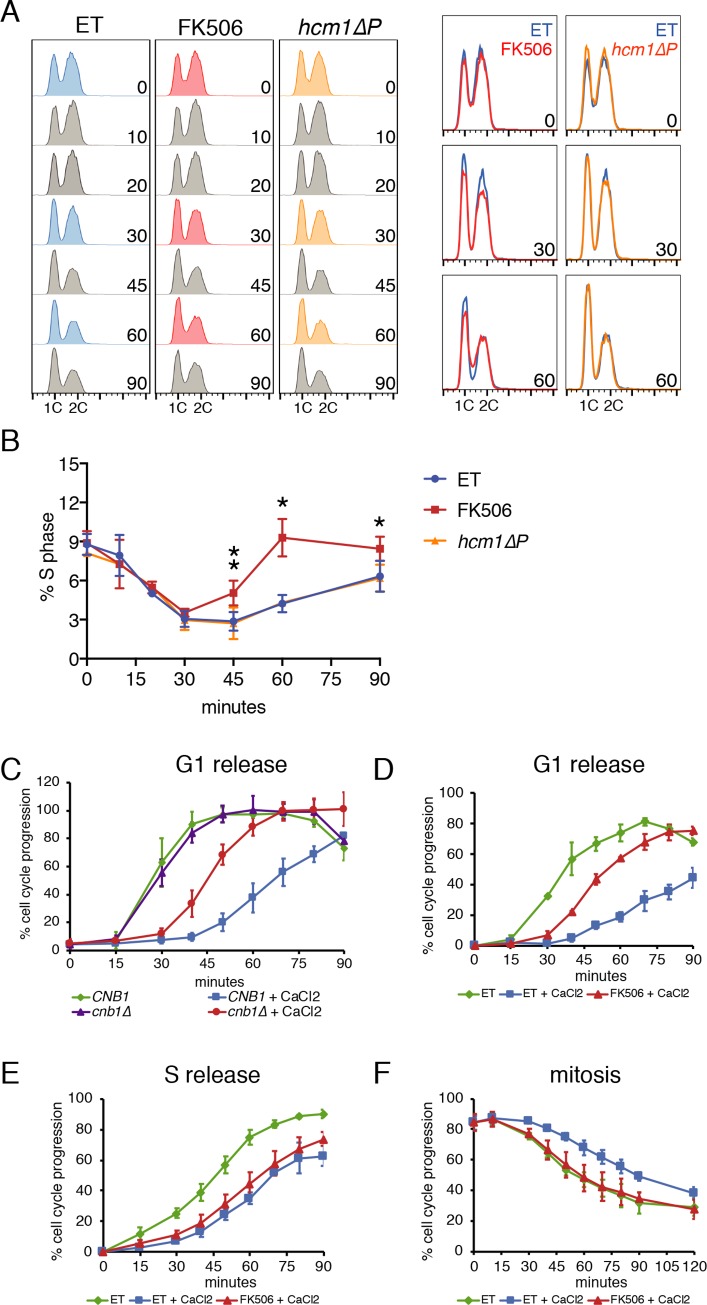
Calcineurin delays cell cycle progression. **(A)** *crz1Δ* or *crz1Δ hcm1ΔP* cells were treated with ET buffer (both gentoypes) or FK506 (*crz1Δ* only) for 15 minutes before the addition of CaCl_2_. DNA content was measured at the indicated time points using a FACScan flow cytometer. Overlays of FACS plots for selected time points are shown at the right. **(B)** Quantitation of the percentage of cells in S phase in n = 3 (ET, FK506) or n = 2 (*hcm1ΔP*) experiments is shown on the right. Error bars represent standard deviations. Statistical significance between ET- and FK506-treated *crz1Δ* samples was calculated for each time point using a paired t-test. Asterisks indicate *p<0.05, **p<0.01. **(C-F)** Cells were treated as indicated in individual panels and as outlined in S2A Fig. % cell cycle progression was calculated as described in the Materials and Methods. In each panel, an average of multiple experiments is shown and error bars represent standard deviations. Primary data for all parts of Fig 1 are included in S3 Data. (C) *crz1Δ* cells with or without *CNB1* were released from a G1 arrest. Average values are from n = 3 experiments (D) *crz1Δ* cells treated with ET buffer or FK506 were released from a G1 arrest. Average values are from n = 3 experiments. (E) *crz1Δ* cells were released from an S phase arrest. Average values represent n = 3 experiments. (F) *crz1Δ* cells were synchronized in mitosis before the addition of CaCl_2_. Average values are from n = 4 experiments.

It is difficult to discern whether one or multiple phases of the cell cycle are blocked in response to CN activation when experiments are performed in asynchronous cultures. To determine whether progression through one or more phases is inhibited, we assayed the consequences of CN activation in cells synchronized in specific phases (S2A Fig). First, we examined how CaCl_2_ affects cells when they are released from a G1 arrest. In the absence of CaCl_2_, cells with and without the CN regulatory subunit Cnb1 released from a G1 arrest with similar kinetics (Fig 1C, green and purple, and S2B Fig). However, when CN-expressing cells were released into the media containing CaCl_2_ there was a significant delay in progression through S phase, and this delay was partly reversed in *cnb1Δ* cells (Fig 1C, compare blue and red, and S2B Fig). Similar results were obtained when CN was inhibited by FK506 (Fig 1D and S2C Fig), and in a wild type (*CRZ1*) background (S1C and S1D Fig). This CN-dependent G1/S delay could be the result of cells arresting at the G1/S transition, or if cells proceed through the G1/S transition but CN inhibits DNA replication. To distinguish between these possibilities, cells were released from an early S-phase block (after the G1/S transition but prior to DNA replication; S2A Fig). Interestingly, although the addition of CaCl_2_ caused a modest delay in progression through S phase, there was no significant difference between control and FK506-treated cells (Fig 1E and S2D Fig). Thus, CN activation acts on the G1/S transition to delay entry into S phase.

We next tested whether CN delays progression through mitosis. Previous studies have implicated CN in arresting cells at G2/M phase through its ability to activate the Cdk inhibitor Swe1 [11,15,16]. However, these experiments were performed in cells lacking a regulator of the PP2A phosphatase (Zds1), which results in elevated levels of Swe1 and a G2/M delay even in the absence of CN activation. Importantly, we observed a CN-dependent delay when CaCl_2_ was added to Zds1-expressing cells that were synchronized in mitosis (Fig 1F and S2E Fig). Together, these results support the conclusion that CN delays cell cycle progression at multiple stages while cells adapt to environmental stress.

### CN downregulates multiple clusters of cell cycle genes

One mechanism by which CN could promote cell cycle arrest is by downregulating expression of genes that drive the cell cycle forward. The S-phase TF Hcm1 is an established target of CN [12]; however, an Hcm1 mutant that cannot interact with CN had no effect on the CN-mediated cell cycle delay in response to CaCl_2_ (*hcm1ΔP*, Fig 1A and 1B). To determine if CN impacts the activities of other cell cycle-regulatory TFs, RNA-seq was performed on samples from asynchronous cells treated with CaCl_2_ and changes in expression of cell cycle genes were compared between control and FK506-treated cells. 

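RNA was sequenced from budding yeast in which *CRZ1*, the gene of the transcription factor downstream of CN, was deleted. Cells were pre-treated for 15 minutes with 1 μg/ml FK506, which inhibits CN, or with ET buffer, its solvent, and 200 mM CaCl_2_ was then added. Samples were taken before CaCl_2_ (0 minutes) and at 10, 20, 30, 45, 60 and 90 minutes. Another time course used ET-treated *crz1Δ hcm1ΔP* cells, whose Hcm1 cannot be bound by CN. Each time course was collected as replicates 1 and 2, giving 42 libraries from 21 conditions. The authors depleted ribosomal RNA, made strand-specific libraries, aligned the reads with Tophat2 and counted them on annotated genes with HTSeq, and they deposited these counts without normalization. In ET-treated *crz1Δ* cells, between 12054398 and 12534893 reads per library (median 12372951) were counted on genes. The range was 12007463 to 12474970 with FK506 (median 12193936) and 11973939 to 12509734 in *hcm1ΔP* cells (median 12207843). The deleted gene, *CRZ1*, had between 0 and 2 counts in every library. *HCM1* had between 468 and 1025 counts in *hcm1ΔP* libraries and between 520 and 1156 in ET-treated *crz1Δ* libraries. Changes in expression were estimated here from the counts of the 5842 genes that passed edgeR's filter on low counts, with TMM normalization and edgeR's quasi-likelihood test in a single model of condition and replicate number over all 42 libraries. The effect of CN was taken as the change from 0 minutes in ET-treated cells minus the change in FK506-treated cells, with Benjamini-Hochberg adjustment over genes. The replicate number was used as a block. Across genes, the differences between replicates 1 and 2 in one time course correlated with those of another at the same time point in all 21 comparisons (Pearson's r from 0.12 to 0.74, across 5062 genes, which are not independent replicates). Replicates were distinct libraries, since the chi-square per degree of freedom between replicate counts was at least 8.76 for every pair. With 2 replicates per condition, an exact two-sided permutation test of one comparison cannot give a p under 0.333. P-values come from models that share the estimate of spread across genes, and the main model also shares it over all 42 libraries. Apart from the replicate number, that model took the time points of one time course as independent. With limma-voom, the estimated correlation within a time course was 0.26. The p-values therefore do not measure the spread between replicate time courses alone. *hcm1ΔP* replicate 1 was sequenced on the other flow cell from replicate 1 of the other time courses.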

Interestingly, in addition to Hcm1 target genes, multiple clusters of cell cycle genes were coordinately downregulated by CN (Fig 2A–2C, S1 Data, S1 Table). 

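The number of genes whose change from 0 minutes differed between ET- and FK506-treated *crz1Δ* cells was 15 at 10 minutes, 541 at 20 minutes, 1670 at 30 minutes, 2245 at 45 minutes, 1670 at 60 minutes and 1870 at 90 minutes (adjusted p under 0.05, edgeR). At 30 minutes 995 of these genes were lower with ET and 675 were higher. Without the replicate block the count at 30 minutes was 1092. Among the alternatives tried, it moved most with an absolute log2 difference of at least 1 required, to 448. With only the libraries compared, the counts at 30, 60 and 90 minutes were 1979, 1955 and 1133. The other alternatives with gene counts kept the count at 90 minutes above that at 60 minutes. The ET replicates lay farthest apart at 90 minutes (SD across genes of their log2 difference 0.32, against at most 0.20 at the other times). Of the Hcm1 targets listed in S1 Data, 96 were tested, and their mean difference at 30 minutes was -0.55 ± 0.046 (SD, n = 2 replicates) on the log2 scale (adjusted p = 9.71e-12 from the fry gene set test of limma). At 30 minutes 43 Hcm1 targets passed the threshold, all lower with ET. Genes on any of the 5 cell cycle lists made up 215 of the genes that differed at 30 minutes, and 194 of these were lower with ET.

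**Figure D1:**
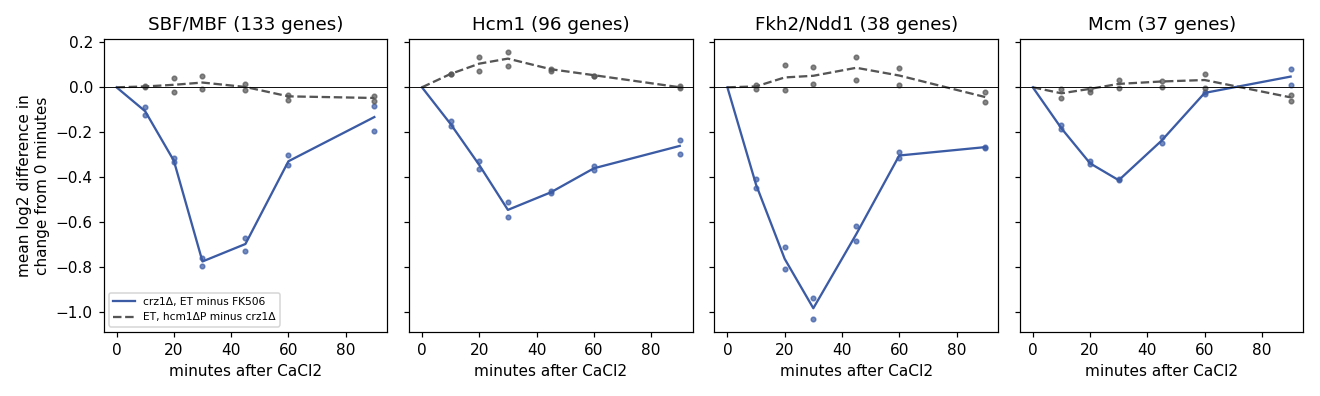
Mean log2 difference in the change from 0 minutes (vertical axis) against minutes after CaCl_2_ (horizontal axis) for the listed genes of 4 clusters. Solid lines compare ET with FK506 in *crz1Δ* cells, dashed lines compare *hcm1ΔP* with *crz1Δ* cells under ET, and points are the replicates. The difference between ET and FK506 for Fkh2/Ndd1 targets reached -0.98 at 30 minutes.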

Since CN also delays the cell cycle at multiple stages (Fig 1), these data suggest that CN may inhibit the cell cycle in part by regulating gene expression.

**Fig 2:**
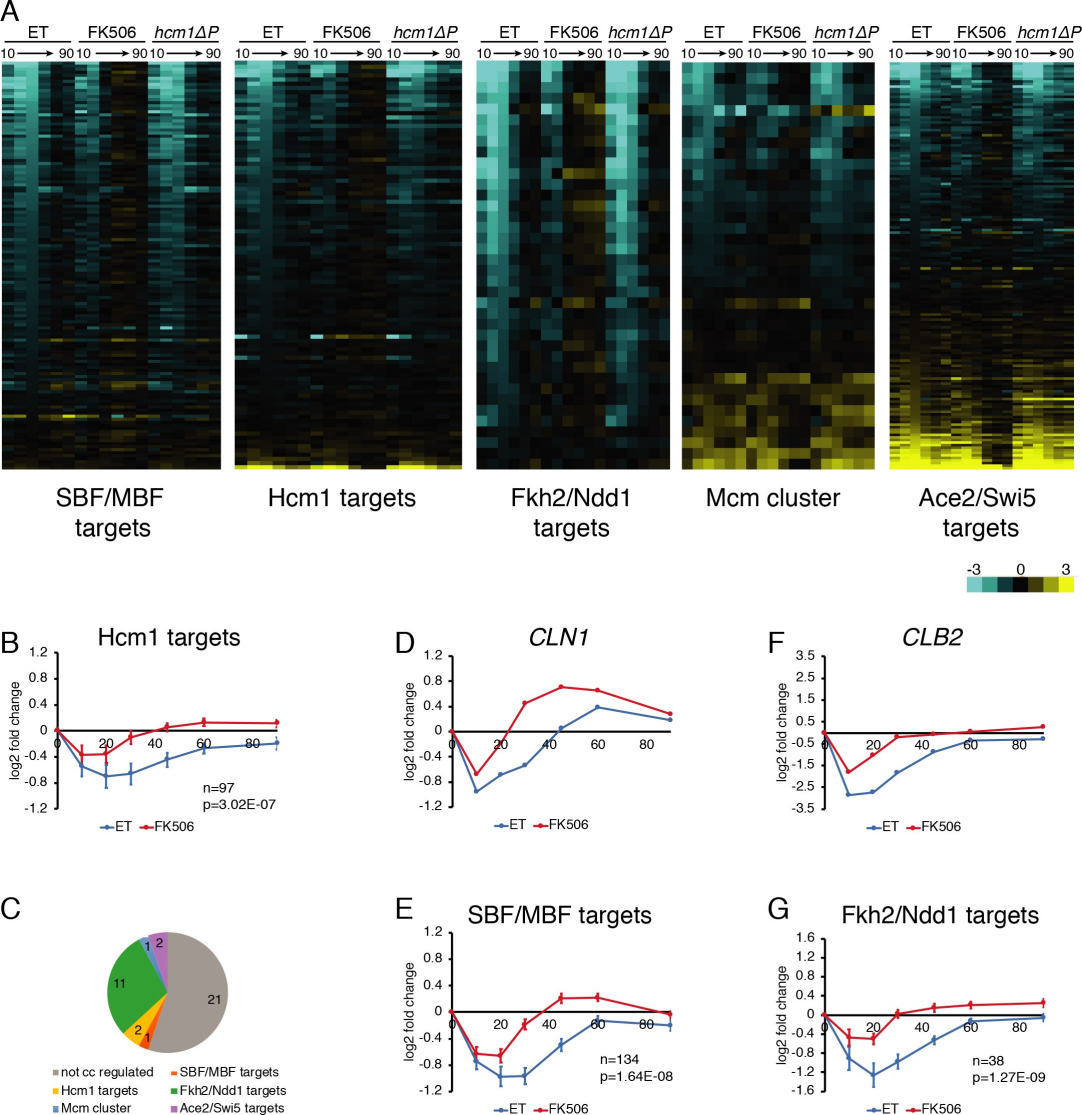
Calcineurin downregulates expression of cell cycle genes. RNA-seq was performed on duplicate time course experiments in which *crz1Δ* or *crz1Δ hcm1ΔP* cells were treated with ET buffer (both gentoypes) or FK506 (*crz1Δ* only) for 15 minutes before the addition of CaCl_2_, as in Fig 1A. **(A)** Heat maps showing log2 fold change in expression of cell cycle-regulated genes compared to each corresponding 0-minute time point. Lists of genes in each cluster and values used to generate heat maps are included in S1 Data. **(B)** Average expression of all Hcm1 target genes. Error bars indicate the 95% confidence interval. Number of genes (n) and the adjusted p-value indicating the significance of the difference between ET and FK506 curves are included. **(C)** Genes whose expression are significantly different between ET and FK506-treated *crz1Δ* cells after 10 minutes of CaCl_2_ treatment. 17 of 38 genes (colored segments) are cell cycle regulated genes. See S1 Table for list of genes. **(D)** Expression of the SBF/MBF target *CLN1* from RNA-seq data. **(E)** Average expression of all SBF/MBF target genes. Error bars indicate the 95% confidence interval. Number of genes (n) and the adjusted p-value indicating the significance of the difference between ET and FK506 curves are included. See S3 Fig for subsets of SBF/MBF targets. **(F)** Expression of the Fkh2/Ndd1 target *CLB2* from RNA-seq data. **(G)** Average expression of all Fkh2/Ndd1 target genes. Error bars indicate the 95% confidence interval. Number of genes (n) and the adjusted p-value indicating the significance of the difference between ET and FK506 curves are included.

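Of the SBF/MBF targets listed in S1 Data, 133 were tested. The mean difference between ET- and FK506-treated *crz1Δ* cells in the change from 0 minutes was -0.11 ± 0.026 on the log2 scale at 10 minutes (SD, n = 2), which did not pass the threshold (adjusted p = 0.0968, fry test of limma). It was -0.33 ± 0.011 at 20 minutes (adjusted p = 1.46e-05) and -0.77 ± 0.026 at 30 minutes (adjusted p = 2.83e-11, limma). At 30 minutes 87 of these genes passed the threshold one by one, all lower with ET. Of 10000 random lists matched on mean expression, 0 had a mean as low at 30 minutes. The mean at 10 minutes did pass with the direct contrast at the same time point, with only the libraries compared and with camera.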

One group of genes that showed strong CN-dependent downregulation is targets of the SBF/MBF complexes [17], which peak at the G1/S transition (Fig 2A, S1 Data). 

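The G1 cyclin gene *CLN1* (YMR199W), on chromosome XIII from 662644 to 664284 of the R64 genome, fell with ET to a log2 fold change of -0.92 (standard error 0.13, edgeR adjusted p = 4.19e-07) at 10 minutes, and with FK506 to -0.64 (standard error 0.13, edgeR adjusted p = 9.35e-05). The difference between these falls at 10 minutes was -0.28, with -0.24 and -0.31 in replicates 1 and 2, and did not pass the threshold (edgeR adjusted p = 1.00). At 30 minutes *CLN1* was at -0.52 with ET and at 0.44 with FK506, a difference of -0.96 (standard error 0.18, edgeR adjusted p = 0.000115).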

For example, the G1 cyclin Cln1 was rapidly downregulated in control cells and to a lesser extent in FK506-treated cells (Fig 2D). 

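With ET, the mean log2 fold change of SBF/MBF targets was -0.72 ± 0.034 at 10 minutes, -1.0 ± 0.057 at 20 minutes and -0.96 ± 0.070 at 30 minutes (SD, n = 2 replicates). With FK506 it was -0.61 ± 0.0081, -0.67 ± 0.068 and -0.18 ± 0.044 at the same times. It then rose above its starting level with FK506, to 0.21 ± 0.010 at 45 minutes (adjusted p = 8.54e-06, fry test of limma), while it was -0.49 ± 0.051 with ET. With only the 4 libraries of each comparison, which leave 1 residual degree of freedom, none of these 8 means passed the fry test, and the 4 ET means all had the same adjusted p of 0.0667, so that test could not tell them apart. At 30 minutes the mean difference between ET and FK506 was -1.09 ± 0.042 for the 35 targets of both SBF and MBF, -0.65 ± 0.0026 for the 36 targets of SBF only and -0.67 ± 0.030 for the 62 targets of MBF only.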

A similar expression pattern was observed when average expression of all SBF/MBF targets was compared between ET- and FK506-treated cells (Fig 2E, S3A–S3C Fig). Genes whose expression peaks at the G2/M transition and are regulated by the Fkh2/Ndd1 complex (also called the Clb2 cluster; [18]) were also downregulated by CN (Fig 2A). 

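All 38 Fkh2/Ndd1 targets of S1 Data were tested, and all had a lower change from 0 minutes with ET than with FK506 at 30 minutes, 32 past the threshold. The mean difference was -0.76 ± 0.070 at 20 minutes (adjusted p = 1.16e-11, fry test of limma), -0.98 ± 0.065 at 30 minutes (adjusted p = 2.20e-13) and -0.65 ± 0.046 at 45 minutes (adjusted p = 4.31e-11), each as a log2 value with the SD of n = 2 replicates.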

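The mitotic cyclin gene *CLB2* (YPR119W), on chromosome XVI from 771653 to 773128 of the R64 genome, fell in both treatments at first. At 10 minutes its log2 fold change was -2.81 (standard error 0.10, edgeR adjusted p = 3.53e-20) with ET and -1.79 (standard error 0.096, edgeR adjusted p = 3.55e-16) with FK506. The fall was larger with ET by -1.03 (standard error 0.14, edgeR adjusted p = 0.000126). At 30 minutes *CLB2* was still at -1.83 with ET and had returned to -0.18 with FK506, which did not pass the threshold (edgeR adjusted p = 0.0883) but did with limma-voom, with DESeq2's size factors, with genes of at least 10 counts in every library and with only the libraries compared. Over all Fkh2/Ndd1 targets, the mean log2 fold change at 10 minutes was -0.87 ± 0.030 with ET and -0.44 ± 0.058 with FK506 (SD, n = 2), and at 30 minutes it was -0.96 ± 0.062 with ET and 0.019 ± 0.0027 with FK506. The last of these was -0.018 with DESeq2's size factors.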

Expression of the mitotic cyclin Clb2 was strongly decreased in control, but not FK506-treated cells (Fig 2F), and a similar pattern was observed among all Fkh2/Ndd1 targets on average (Fig 2G). Similar downregulation of G1/S and G2/M genes was observed when we re-analyzed a published dataset from CaCl_2_-treated wild-type cells [9] (S1E–S1G Fig), validating our findings. Importantly, CN-dependent downregulation of these gene clusters was not an indirect consequence of a difference in cell cycle position, since the largest change in expression of these genes was at the 30-minute time point (Fig 2E and 2G), when ET- and FK506-treated cells had similar cell cycle distributions (Fig 1A). Thus, CN-dependent changes in cell cycle gene expression precede CN-dependent effects on cell cycle progression.

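The mean difference between ET and FK506 was most negative at 30 minutes among the 6 time points for SBF/MBF targets and for Fkh2/Ndd1 targets, and this held in each replicate. It was -0.76 in replicate 1 and -0.79 in replicate 2 for SBF/MBF targets, and -0.94 and -1.03 for Fkh2/Ndd1 targets, on the log2 scale. Within ET-treated cells the lowest mean of Fkh2/Ndd1 targets came at 20 minutes, at -1.26. Since the largest change came when both treatments had similar cell cycle distributions (Fig 1A), the paper concludes that the downregulation was not an indirect consequence of cell cycle position.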

In contrast to the coordinated downregulation of genes activated by SBF/MBF, Hcm1, and Fkh2/Ndd1, other clusters of cell cycle genes did not display a coordinate change in expression in response to stress. In particular, the Mcm [18] and Ace2/Swi5 clusters [19–21] included genes that were downregulated as well as genes that were induced in response to CaCl_2_ (Fig 2A). 

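In ET-treated cells at 30 minutes, 20 of the 37 tested Mcm cluster genes were lower than at 0 minutes and 9 were higher (adjusted p under 0.05, edgeR). By comparison, 36 of the 38 Fkh2/Ndd1 targets were lower, and 114 SBF/MBF targets were lower and 4 higher.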

In the Mcm cluster, genes such as *MCM7* were downregulated (S3D Fig), similar to other cell cycle genes. However, *YGP1* and other genes were strongly induced (S3E Fig). 

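The helicase subunit gene *MCM7* (YBR202W), on chromosome II from 625772 to 628309 of the R64 genome, had a log2 fold change of -1.69 (standard error 0.098, edgeR adjusted p = 9.24e-16) at 30 minutes with ET. With FK506 it was -0.18, which did not pass the threshold (edgeR adjusted p = 0.101), and the difference between the treatments was -1.51 (edgeR adjusted p = 5.37e-10). The change with FK506 did pass with genes of at least 10 counts in every library and with only the libraries compared.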

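The cell wall protein gene *YGP1* (YNL160W), on chromosome XIV from 336545 to 337609 of the R64 genome, rose by a log2 fold change of 2.14 (standard error 0.11, edgeR adjusted p = 4.14e-17) at 30 minutes with ET and 1.98 with FK506, and the difference of 0.16 (standard error 0.15) did not pass the threshold (edgeR adjusted p = 0.479). In the direct contrast of the treatments at 30 minutes the difference was -0.089. The treatments parted later. The mean normalized count (CPM) of *YGP1* at 60 minutes was 1174 with ET and 505 with FK506, from 410 and 487 at 0 minutes.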

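The mean log2 fold change of the Mcm cluster with ET was -0.31 ± 0.015 at 10 minutes and -0.33 ± 0.017 at 30 minutes (SD, n = 2 replicates), past the threshold of the fry test at both times (adjusted p = 4.97e-10 and 7.66e-11, limma). Set against all other genes with limma's camera test, neither mean passed it (adjusted p = 0.147 and 0.252). With FK506 the mean was -0.12 ± 0.027 at 10 minutes and 0.081 ± 0.014 at 30 minutes. The mean difference between ET and FK506 was -0.18 ± 0.012 at 10 minutes and -0.41 ± 0.0030 at 30 minutes (adjusted p = 1.04e-10, fry test of limma).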

As a result, average expression of all genes in the Mcm cluster was largely unchanged (S3F Fig). Similar observations held true for Ace2/Swi5 targets: genes such as *DSE1* were downregulated (S3G Fig), whereas *PIL1* was upregulated (S3H Fig), and average expression of all genes in the cluster was not notably changed (S3I–S3L Fig). These results suggest that the TFs that control expression of these genes may not be regulated by CN during the stress response, or that a subset of genes in these clusters are also regulated by an additional stress-responsive TF.

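The gene *DSE1* (YER124C), on chromosome V from 407342 to 409063 of the R64 genome, had a log2 fold change of -0.57 (standard error 0.15, edgeR adjusted p = 0.00121) at 30 minutes with ET and -0.41 with FK506, with no difference between them past the threshold (edgeR adjusted p = 0.637). The eisosome gene *PIL1* (YGR086C), on chromosome VII from 649598 to 650617 of the R64 genome, rose by 1.39 (standard error 0.090, edgeR adjusted p = 1.31e-14) at 30 minutes with ET and 1.14 with FK506. For both genes the treatments lay farther apart at 60 minutes. The mean normalized count (CPM) of *DSE1* was then 124 with ET and 242 with FK506, from 227 and 237 at 0 minutes. That of *PIL1* was 981 with ET and 708 with FK506, from 677 and 711 at 0 minutes.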

### CN stimulates prolonged activation of the stress-activated MAPK Hog1/p38

We next sought to understand how CN downregulates the expression of G1/S genes, since this is a key point in the cell cycle where stress signals are integrated. In budding yeast, the stress-activated MAPK Hog1 has two roles in controlling entry into S phase. Hog1 both inhibits the SBF and MBF TF complexes that drive expression of G1/S genes [13,14], and increases levels of the Cdk1 inhibitors Sic1 and Cip1, which inhibit G1 cyclin/Cdk complexes and block entry into S phase [22,23]. Notably, many stresses that activate CN also increase osmolarity [24]. This raised the possibility that CN and Hog1 might be coordinately activated in response to CaCl_2_, and that Hog1 might trigger the downregulation of G1/S genes that we observed.

Consistent with our hypothesis, CaCl_2_ addition led to rapid Hog1 phosphorylation that persisted over the time course (Fig 3A and 3B). In addition, expression of genes that are known to be induced following Hog1 activation [25] mirrored the timing of Hog1 phosphorylation (Fig 3C). In particular, the well-characterized Hog1-responsive gene *STL1* was induced after 10 minutes of CaCl_2_ treatment in control cells and persisted throughout the time course (Fig 3D). Interestingly, this extended period of Hog1 activation in response to CaCl_2_ differed from the reported responses to other Hog1-activating stresses, which produce a transient peak of Hog1 activity that is rapidly reduced as homeostasis is restored [26]. Indeed, although Hog1 was phosphorylated to similar extents in response to CaCl_2_, NaCl, and sorbitol, Hog1 phosphorylation was quickly reversed when cells were continually exposed to NaCl or sorbitol, whereas it persisted in CaCl_2_-treated cells (Fig 3A, 3B and 3E, S4 Fig). These results suggest that, in contrast to other osmostressors, CaCl_2_ generates an additional signal that prolongs Hog1 activation.

**Fig 3:**
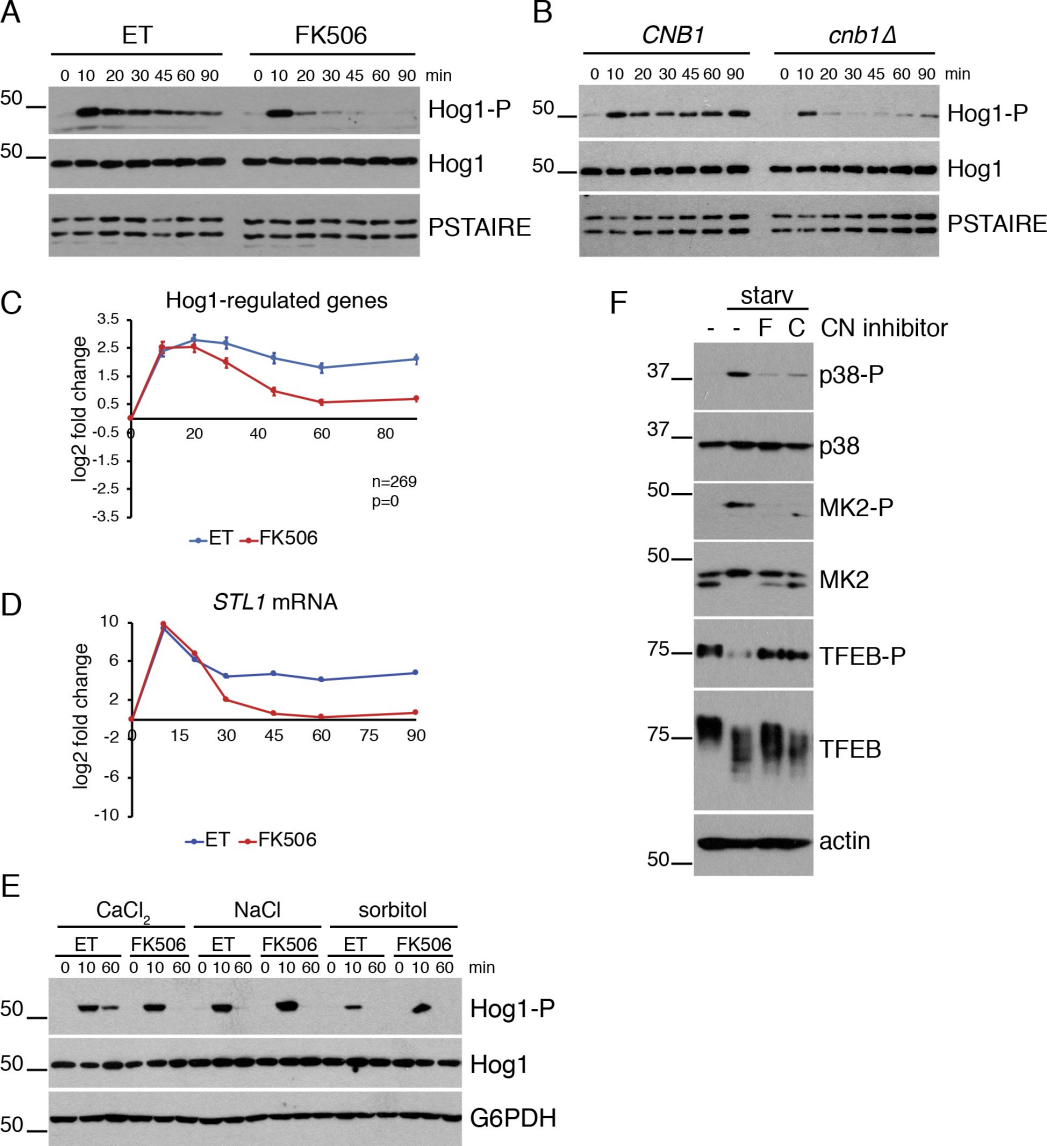
Calcineurin regulates the Hog1/p38 pathway. **(A)** *crz1Δ* cells were treated with ET buffer or FK506 for 15 minutes before the addition of CaCl_2_. The activating phosphorylation on Hog1 (Hog1-P) was monitored by Western blot. Total Hog1 levels and PSTAIRE (loading control) are shown. **(B)** *crz1Δ CNB1* and *crz1Δ cnb1Δ* cells were treated with CaCl_2_ and Hog1 activation was monitored by Western blot, as in (A). **(C)** Average expression of Hog1-regulated genes from RNA-seq experiments described in Fig 2. Error bars indicate the 95% confidence interval. Number of genes (n) and the adjusted p-value indicating the significance of the difference between ET and FK506 curves are included. **(D)** RNA was collected from cells treated as in (A) and levels of *STL1* mRNA were quantified by RT-qPCR. *STL1* levels were normalized to *ACT1* and fold change calculated relative to the 0-minute time point. Log2 fold change from a representative experiment is shown. Error bars represent the standard deviation of technical replicates. Note that error bars are too small to be visible. **(E)** Comparison of Hog1-activating stressors. *crz1Δ* cells were pretreated with ET or FK506 for 15 minutes before the addition of 200 mM CaCl_2_, 0.4M NaCl or 1M sorbitol and samples were collected after the indicated number of minutes. Shown are Western blots for activated Hog1 (Hog1-P), total Hog1 and G6PDH (loading control). Also see S4 Fig. **(F)** HFF/hTert cells were pre-treated with FK506 (F) or cyclosporin A (C) and then starved by replacing media with HBSS for 2 hours. Western blots are shown for activated p38 (p38-P), total p38, phosphorylated MK2 (MK2-P), total MK2 (upper band corresponds to phosphorylated MK2), phosphorylated TFEB (TFEB-P), total TFEB and actin (loading control).

Consistent with this possibility, the sustained period of Hog1 phosphorylation in CaCl_2_-treated cells correlated with the persistence of CN activity, as measured by the dephosphorylation and nuclear translocation of a GFP-Crz1 reporter substrate (S5A and S5B Fig) [27]. In addition, although Hog1 was initially phosphorylated in both FK506-treated cells and cells lacking the regulatory subunit of CN, Cnb1 (Fig 3A and 3B), the CaCl_2_-induced Hog1 phosphorylation quickly decreased in the absence of CN activity, indicating that CN is required to maintain Hog1 phosphorylation in response to CaCl_2_ stress. Expression of Hog1-regulated genes mirrored the pattern of Hog1 phosphorylation, quickly returning to near starting levels when CN was inhibited, despite being induced to similar levels initially in control and FK506-treated cells (Fig 3C and 3D). 

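The gene *STL1* (YDR536W), on chromosome IV from 1508005 to 1509714 of the R64 genome, is one of the Hog1-regulated genes the paper names. Its normalized count (CPM) at 0 minutes was 2.07 ± 0.331 with ET and 1.51 ± 0.588 with FK506 (SD, n = 2). It rose by a log2 fold change of 10.37 at 10 minutes with ET and 11.18 with FK506, and the difference did not pass the threshold (edgeR adjusted p = 0.964). At 30 minutes it was at 5.89 with ET and 3.31 with FK506, a difference of 2.57 (standard error 0.46, edgeR adjusted p = 6.91e-05). At 60 minutes the values were 5.82 and 1.39, with a difference of 4.32 and 4.45 in replicates 1 and 2. The whole list of Hog1-regulated genes was not analysed here.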

A similar effect of CN on Hog1 activation was observed in a wild type (*CRZ1* proficient) strain background (S5C Fig). Together, these data demonstrate that CN is required to sustain Hog1 activation in response to continuous CaCl_2_ exposure.

Since CN and Hog1 are highly conserved proteins that each respond to a wide array of stress signals, we investigated whether crosstalk between these pathways may be conserved in other systems. CaCl_2_ stress is not well-studied in mammalian cells, however CN has been shown to be activated in response to amino acid starvation, leading to the dephosphorylation and activation of the TF TFEB, which subsequently activates autophagy [6,7]. This raised the question of whether CN can activate the Hog1-homolog p38 in human cells under these conditions. To test this, we assayed activation of p38 and CN pathways in immortalized primary human fibroblasts [28] following starvation, which is achieved by replacing the growth media with HBSS buffer for a short period of time. Interestingly, we found that starvation activated the p38 pathway, as indicated by an increase in p38 phosphorylation, and phosphorylation of its downstream substrate MK-2 (Fig 3F). In addition, TFEB phosphorylation decreased, confirming that CN was activated. Importantly, when CN was inhibited by pre-treating cells with either FK506 or cyclosporin A before starvation, p38 activation was blocked, confirming that CN activity stimulates the p38 pathway. These results suggest that crosstalk between CN and p38 pathways is conserved in human cells and is likely to occur in numerous additional biological contexts.

### CN controls Hog1 activation by disrupting negative feedback

To evaluate the contribution of CN-Hog1 crosstalk to cell cycle regulation, we next sought to identify the mechanism by which CN prolongs Hog1 activation in yeast. In response to canonical osmostressors, Hog1 is activated by two upstream signaling pathways that are initiated by the Sho1 and Sln1 sensor proteins (Fig 4A). Following activation, Hog1 triggers negative feedback that shuts off both signaling cascades and limits its window of activation. First, Hog1 phosphorylates components of the Sho1 signaling pathway, including Ste50 and Sho1 itself, to inhibit their activities [29,30]. Second, Hog1 promotes an increase in intracellular glycerol, which restores turgor pressure in the cell and shuts off the Sln1 signaling cascade. This Hog1-dependent increase in glycerol is controlled by both closing of the glycerol channel Fps1 to prevent glycerol efflux [31] and promoting the activity of metabolic enzymes to stimulate glycerol synthesis [32–34]. Since Hog1 was equally activated in cells with and without CN activity, this suggested that CN might inhibit one or more of these feedback mechanisms to prolong the period of Hog1 activation in response to CaCl_2_.

**Fig 4:**
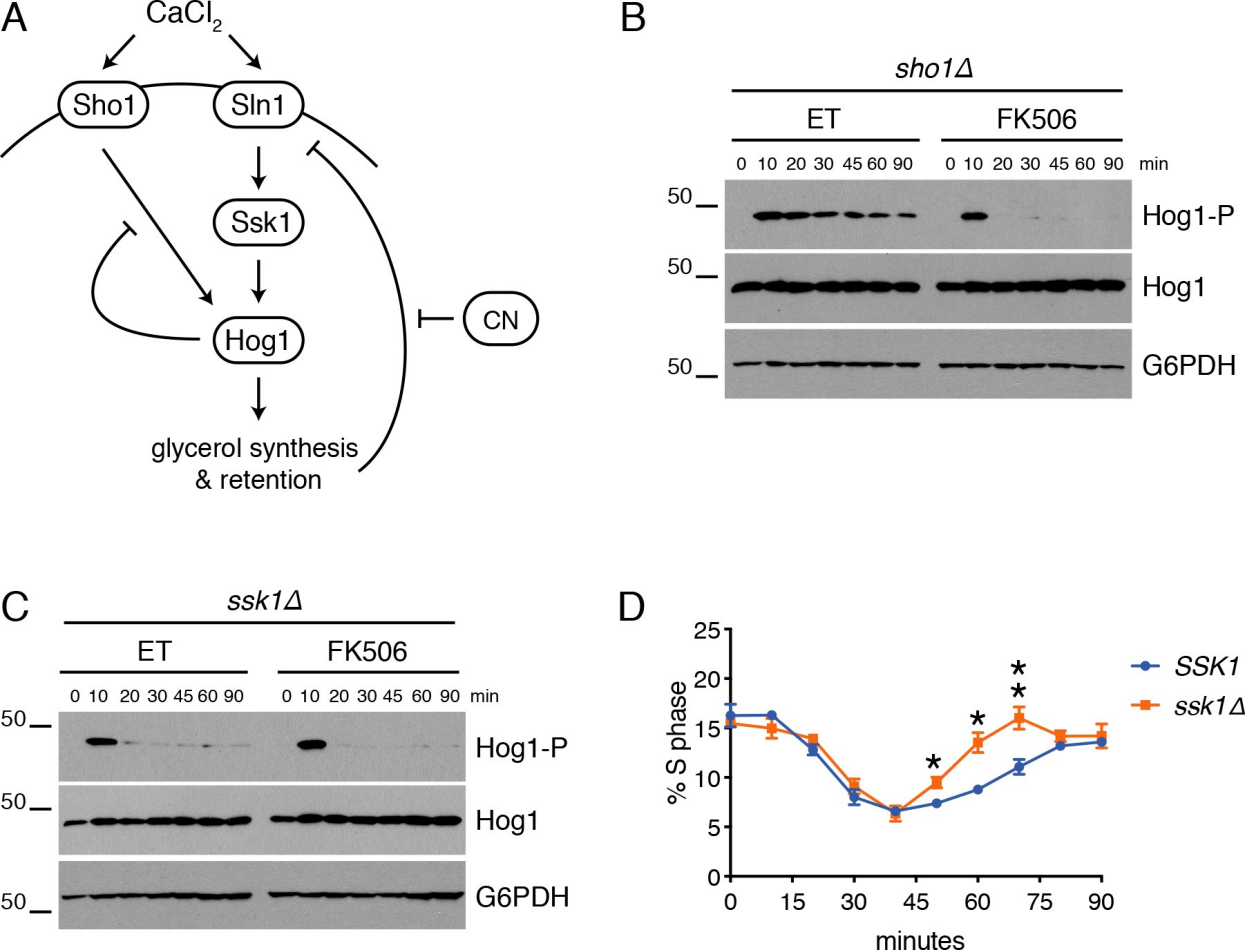
CN prolongs Hog1 activation by disrupting negative feedback. **(A)** Model of Hog1 negative feedback loops and proteins that are required for CN-Hog1 crosstalk. **(B-C)** *crz1Δ sho1Δ* (B) or *crz1Δ ssk1Δ* (C) cells were treated with ET buffer or FK506 for 15 minutes before the addition of CaCl_2_ and phosphorylated Hog1 (Hog1-P), total Hog1, and G6PDH were monitored by Western blot. **(D)** *crz1Δ* cells with (*SSK1*) or without (*ssk1Δ*) *SSK1* were treated as in (B-C) and cell cycle position monitored using a Guava easyCyte flow cytometer. Quantitation of the percentage of cells in S phase in n = 3 experiments is shown. Error bars represent standard deviations. Statistical significance between ET and FK506 samples was calculated for each time point using a paired t-test. Asterisks indicate *p<0.05, **p<0.01. Also see S6 Fig and S3 Data.

To determine whether one or both of these feedback mechanisms was disrupted by CN to sustain Hog1 activation, we examined Hog1 activation in cells lacking one or the other input branch. Because *SLN1* deletion is lethal [35], the downstream regulator *SSK1* was deleted to disrupt the Sln1 signaling branch. Notably, deletion of *SSK1*, but not *SHO1*, prevented CN-dependent regulation of Hog1 phosphorylation (Fig 4B and 4C). In addition, *ssk1Δ* cells recovered from the transient CaCl_2_-induced cell cycle arrest more quickly than control cells, consistent with a more rapid dephosphorylation of Hog1 (Fig 4D, S6 Fig). These data indicate that CN prolongs Hog1 activation by delaying the restoration of turgor pressure and prolonging Sln1 signaling, which lengthens the period of stress-induced cell cycle arrest.

### Hog1 is required for CN-dependent downregulation of G1/S genes

Having established that CN controls the duration of Hog1 activation in response to CaCl_2_, we set out to examine whether Hog1 is required for downregulation of cell cycle genes by examining the response to CaCl_2_ in *hog1Δ* cells. First, we examined the effect of *hog1Δ* on the cell cycle. Interestingly, while the fraction of *HOG1* cells in S phase decreased by 30 minutes after the addition of CaCl_2_ (Fig 1A and 1B), *hog1Δ* cells showed no significant change in cell cycle distribution after 30 minutes (Fig 5A). However, by the 45-minute time point there was a modest CN-dependent decrease in the fraction of *hog1Δ* cells in S-phase (Fig 5A). These data confirm that the initial CaCl_2_-induced arrest requires Hog1 activation, and suggest that CN maintains cell cycle arrest over time, through a mechanism that is at least partly independent of Hog1.

**Fig 5:**
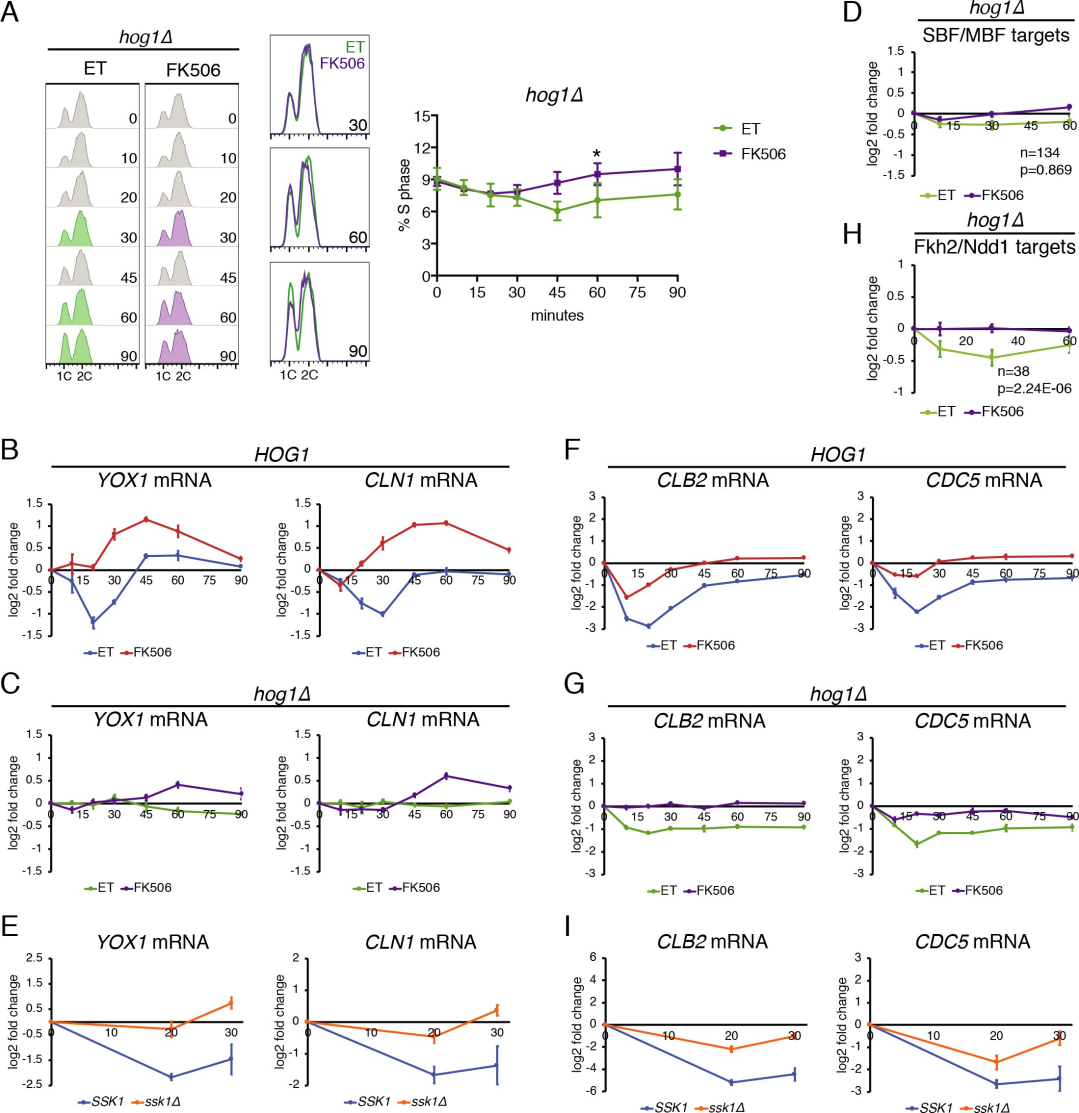
CN-dependent downregulation of G1/S genes requires Hog1. **(A)** *crz1Δ hog1Δ* cells were treated with ET buffer or FK506 for 15 minutes before the addition of CaCl_2_. DNA content was measured using a FACScan flow cytometer at the indicated time points. Quantitation of the percentage of cells in S phase in n = 3 experiments is shown on the right. Error bars represent standard deviations. Statistical significance between ET and FK506 samples were calculated for each time point using a paired t-test. Asterisk indicates *p<0.05. **(B)** RT-qPCR of SBF/MBF target genes *YOX1* and *CLN1* following the addition of CaCl_2_ to *crz1Δ* cells. Cells were pretreated with ET buffer or FK506, as indicated. Levels were normalized to *ACT1* and log2 fold change calculated relative to the 0-minute time point. Data from a representative experiment is shown. Error bars represent standard deviation of technical replicates. **(C)** RT-qPCR of *YOX1* and *CLN1*, as in (B), except experiment was performed in *crz1Δ hog1Δ* cells. **(D)** Average expression of all SBF/MBF target genes in *crz1Δ hog1Δ* cells at the indicated time points after CaCl_2_ addition, as measured by RNA-seq. Error bars indicate the 95% confidence interval. Number of genes (n) and the adjusted p-value indicating the significance of the difference between ET and FK506 curves are included. **(E)** RT-qPCR of *YOX1* and *CLN1* in *crz1Δ SSK1* and *crz1Δ ssk1Δ* cells after the addition of CaCl_2_. Average of n = 3 experiments is shown. Error bars represent standard deviations. **(F)** RT-qPCR of Fkh2/Ndd1 target genes *CLB2* and *CDC5* in *crz1Δ* cells, as in (B). **(G)** RT-qPCR of *CLB2* and *CDC5* in *crz1Δ hog1Δ* cells, as in (B). **(H)** Average expression of all Fkh2/Ndd1 target genes in *crz1Δ hog1Δ* cells, as measured by RNA-seq, as in (D). **(I)** RT-qPCR of Fkh2/Ndd1 target genes in *crz1Δ SSK1* and *crz1Δ ssk1Δ* cells, as in (E).

We next tested whether Hog1 is required for CN-dependent downregulation of SBF/MBF target genes by measuring changes in cell cycle transcripts. First, we validated the expression changes of two SBF/MBF target genes, *YOX1* and *CLN1*, which exhibited reduced expression in response to stress, as measured by RNA-seq. 

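In the RNA-seq libraries, the repressor gene *YOX1* (YML027W), on chromosome XIII from 221406 to 222563 of the R64 genome, had a log2 fold change of -0.91 (standard error 0.11, edgeR adjusted p = 5.98e-09) at 20 minutes with ET and -0.23 (standard error 0.10, edgeR adjusted p = 0.0507) with FK506. The fall with FK506 passed with the time course as the block, with the sequencing lane as the batch (chosen after seeing the data), with limma-voom, with DESeq2, with DESeq2's size factors, with genes of at least 10 counts in every library and with only the libraries compared. At the same time point *CLN1* was at -0.69 (standard error 0.13, edgeR adjusted p = 2.58e-05) with ET and -0.18 with FK506. The difference between treatments at 20 minutes passed the threshold for *YOX1* (edgeR adjusted p = 0.00162) and not for *CLN1* (edgeR adjusted p = 0.0824), which passed with the direct contrast at the same time point and with only the libraries compared. At 60 minutes with FK506, *YOX1* was at 0.54 and *CLN1* at 0.64, and with ET they were at 0.76 and 0.40 (standard error 0.13, edgeR adjusted p = 0.00801).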

Both genes were downregulated within 20 minutes after the addition of CaCl_2_, and downregulation was blocked in FK506-treated cells (Fig 5B). In addition, expression of both genes was upregulated above starting levels at later time points in FK506-treated cells, similar to the average expression of all SBF/MBF target genes (Fig 2E). In contrast, CaCl_2_ did not trigger these changes in *CLN1* and *YOX1* expression in *hog1Δ* cells (Fig 5C), indicating that CN-dependent changes in G1/S gene expression require Hog1. RNA-seq analysis revealed that this pattern was consistent among the entire cluster of SBF/MBF target genes: average expression of SBF/MBF target genes did not change in *hog1Δ* cells following CaCl_2_ addition, and expression was not significantly different between control and FK506-treated cells (Fig 5D, S2 Data). Finally, we examined the regulation of G1/S genes in *ssk1Δ* cells in which CN cannot prolong Hog1 activation. Importantly, deletion of *SSK1* also eliminated CN-dependent downregulation of G1/S genes (Fig 5E). Therefore, we conclude that CN regulates SBF/MBF target genes indirectly, by controlling the duration of Hog1 activation.

We next examined whether activation of Hog1 impacted expression of Fkh2/Ndd1 target genes that peak in G2/M phase, which were also downregulated upon CaCl_2_ stress (Fig 2G). In contrast to SBF/MBF target genes, the G2/M genes *CLB2* and *CDC5*, as well as all G2/M genes in aggregate (Fig 5F–5H, S2 Data), exhibited CN-dependent downregulation in the absence of Hog1, although they were downregulated to a lesser extent than in Hog1-expressing cells. Similarly, downregulation of G2/M genes was only partially blocked in *ssk1Δ* cells in which CN-Hog1 crosstalk is disrupted (Fig 5I). These results suggest that, unlike G1/S genes, Hog1-independent mechanisms contribute to downregulation of G2/M genes.

### CN regulates levels and phosphorylation of G2/M TFs

The cell cycle regulatory TF network operates as an oscillator, with activators in each cell cycle stage inducing expression of downstream TFs in the network [36,37]. The S-phase TF Hcm1 is part of this oscillatory network and it promotes expression of the downstream TFs Fkh2 and Ndd1 that activate genes at the G2/M transition [38]. Since we found that Fkh2/Ndd1 target genes were downregulated by CN, this raised the possibility that Hcm1 inactivation by CN leads to a failure to properly induce *FKH2* and *NDD1* expression, causing a subsequent reduction in expression of Fkh2/Ndd1 target genes. However, Fkh2/Ndd1 target genes were among the earliest genes downregulated in a CN-dependent manner (Fig 2C; S1 Table). 

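At 10 minutes, Fkh2/Ndd1 targets were over-represented among the genes that differed between ET and FK506, with 7 listed and 8 other genes past the threshold against 31 listed and 5796 other genes that were not (Fisher's exact test, one-sided, p = 1.70e-12). This test takes genes as independent, which targets of the same factors need not be. Its largest p among the alternatives it was run with was 0.0321, where an absolute log2 difference of at least 1 was required and 1 listed gene passed. The Fkh2/Ndd1 targets *CLB2*, *CDC5* (-0.89, SE 0.15, adjusted p = 0.00188) and *FRK1* (-0.84, SE 0.15, adjusted p = 0.00376) were among the 10 largest log2 differences past the threshold in the edgeR fit. Among the other genes past the threshold, the most negative differences were *HAP4* (-1.15, SE 0.13, adjusted p = 3.69e-06) and *NRM1* (-1.15, SE 0.25, adjusted p = 0.0297). The most positive were *STR3* (1.57, SE 0.24, adjusted p = 0.000468) and *ATG41* (1.15, SE 0.21, adjusted p = 0.00376), all from edgeR. From 0 to 10 minutes, the mean CPM of *HAP4* went from 41.5 to 41.8 with ET and from 43.5 to 97.5 with FK506. That of *ATG41* fell from 131.3 to 101.0 with ET and from 141.6 to 50.0 with FK506. The mean difference over all Fkh2/Ndd1 targets was -0.43 ± 0.028 (SD, n = 2), against -0.16 ± 0.015 for Hcm1 targets. *FRK1*, *NRM1* and *ATG41* did not pass without the replicate block. *NRM1* and *ATG41* also did not with the flow cell as the batch, nor did *ATG41* with the sequencing lane as the batch (chosen after seeing the data).

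**Figure D2:**
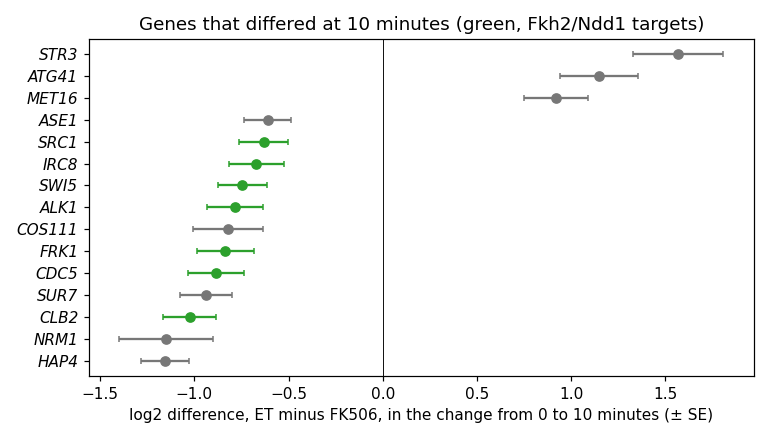
Log2 difference between ET and FK506 in the change from 0 to 10 minutes (horizontal axis) for each gene past the threshold (vertical axis). Points are edgeR estimates, bars are standard errors and green points are Fkh2/Ndd1 targets. All 7 Fkh2/Ndd1 targets lie below 0.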

Following 10 minutes of CaCl_2_ treatment, 38 genes were significantly different between control and FK506-treated cells and 11 of these genes were Fkh2/Ndd1 targets, all of which were downregulated. This rapid decrease in expression suggests that downregulation of Fkh2/Ndd1 target genes does not depend upon decreased transcription of *FKH2* and *NDD1*, since the effects of reduced expression of the TFs on their target genes would likely require longer than 10 minutes. 

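From the counts, 15 genes differed between ET and FK506 at 10 minutes, 12 lower and 3 higher with ET (edgeR's quasi-likelihood test with replicate number as a block, adjusted p under 0.05). Of these, 7 were Fkh2/Ndd1 targets, all lower with ET. Without the replicate block 5 genes passed, 2 of them Fkh2/Ndd1 targets. With limma-voom and the correlation within each time course, 32 genes passed, 11 of them Fkh2/Ndd1 targets. Among the alternatives tried, the count moved most with the direct contrast at the same time point, to 236.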

To test this possibility directly, levels of Fkh2/Ndd1 target genes were examined in *hcm1ΔP* cells, which express an Hcm1 mutant that lacks the CN-docking site and cannot be inactivated by CN [12]. 

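The change from 0 minutes of Fkh2/Ndd1 targets was compared between ET-treated *crz1Δ hcm1ΔP* and *crz1Δ* cells. On the log2 scale, the mean difference was 0.0038 ± 0.013 at 10 minutes, 0.044 ± 0.078 at 20 minutes, 0.051 ± 0.052 at 30 minutes, 0.087 ± 0.070 at 45 minutes, 0.052 ± 0.055 at 60 minutes and -0.043 ± 0.030 at 90 minutes (SD, n = 2 replicates). None of these passed the threshold of the fry test of limma (adjusted p from 0.431 to 0.998). With limma's camera test the mean at 45 minutes did (adjusted p = 0.0130). Among random lists matched on expression, these means lay at percentiles 72.3, 98.6, 99.4, 99.9, 97.7 and 24.4 in order of time. Camera and these percentiles set genes against other genes, which are not independent replicates.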

Notably, Fkh2/Ndd1 targets were downregulated nearly identically in *hcm1ΔP* cells and ET-treated control cells (Fig 2A). This result confirms that the activity of Fkh2/Ndd1 is not indirectly inactivated via CN targeting of Hcm1 and suggests that CN regulates these TFs through an independent mechanism.

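Over all tested genes, no gene differed in its change from 0 minutes between *hcm1ΔP* and *crz1Δ* cells at 10, 20, 30, 45 or 60 minutes after adjustment (edgeR), while 75, 115, 176, 397 and 459 genes had an unadjusted p under 0.05 at these times. At 90 minutes 259 genes passed, 0 of them Fkh2/Ndd1 targets. Without the replicate block no gene passed at 90 minutes, with 807 at an unadjusted p under 0.05. With only the libraries compared no gene passed at 90 minutes either, with 466 at an unadjusted p under 0.05. The count at 90 minutes was highest with the time course as the block, at 939, and with that block 3 genes passed at 45 minutes. From the nearly identical response of both strains, the paper concludes that Fkh2/Ndd1 is not inactivated indirectly by way of Hcm1, and it proposes an independent mechanism.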

To elucidate the mechanism of downregulation of Fkh2/Ndd1 target genes, we examined the levels of all known G2/M regulatory TF proteins over time following CaCl_2_ addition to control and FK506-treated cells. G2/M genes could be downregulated if expression of an activating TF is decreased, or if expression of a repressive TF is increased. Among the TFs that activate G2/M gene transcription, Ndd1 was strongly downregulated in response to CaCl_2_, and this response was largely, but not completely blocked when CN was inhibited (Fig 6A). Ndd1 protein levels mirrored its mRNA levels (Fig 6B), and Ndd1 protein exhibited a short half-life that is unchanged in response to CaCl_2_ (Fig 6C), suggesting that downregulation of Ndd1 protein results from a CN-dependent decrease in its transcription. 

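The mRNA of *NDD1* (YOR372C), on chromosome XV from 1034807 to 1036471 of the R64 genome, had a log2 fold change of -0.29 at 10 minutes, -0.70 (standard error 0.085, edgeR adjusted p = 1.60e-08) at 30 minutes and -0.21 at 60 minutes with ET. With FK506 the values were 0.020, -0.020 and 0.31, the first of them -0.014 with DESeq2's size factors. The difference between the treatments was -0.31 at 10 minutes, which did not pass the threshold (edgeR adjusted p = 0.571) except with the direct contrast at the same time point, and -0.68 (standard error 0.12, edgeR adjusted p = 4.82e-05) at 30 minutes.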

Fkh2 protein also decreased, although to a lesser extent, after 45 minutes of CaCl_2_ treatment (Fig 6A). 

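The mRNA of *FKH2* (YNL068C), on chromosome XIV from 495701 to 498289 of the R64 genome, had a log2 fold change of -1.92 (standard error 0.11, edgeR adjusted p = 2.24e-15) at 10 minutes with ET and -1.32 (standard error 0.11, edgeR adjusted p = 7.57e-12) with FK506. The difference of -0.60 between them did not pass the threshold (edgeR adjusted p = 0.108), though it passed with the time course as the block, with the sequencing lane as the batch (chosen after seeing the data), with limma-voom and with the direct contrast at the same time point. It also did at 20 minutes, at -1.15 (standard error 0.15, edgeR adjusted p = 2.35e-06).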

Although *FKH2* mRNA was strongly downregulated at the 10-minute time point (Fig 6B), the more modest change in Fkh2 protein levels is likely explained by the fact that the protein is more stable than Ndd1 (Fig 6C). We next examined the expression of the paragolous transcriptional repressors Yox1 and Yhp1, which also control expression of G2/M genes. 

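The mRNA of *YHP1* (YDR451C), on chromosome IV from 1361120 to 1362181 of the R64 genome, had a log2 fold change of -1.59 (standard error 0.14, edgeR adjusted p = 3.54e-11) at 10 minutes with ET and -0.81 with FK506, a difference that did not pass the threshold (edgeR adjusted p = 0.0916) but did with the time course as the block, with the sequencing lane as the batch (chosen after seeing the data), with limma-voom, with DESeq2, with the direct contrast at the same time point and with only the libraries compared. At 20 minutes it was -1.0 with ET and 0.0068 with FK506 (-0.010 with DESeq2's size factors), a difference of -1.0 (standard error 0.19, edgeR adjusted p = 0.000307). *YOX1* mRNA at 10 minutes was at -0.68 with ET and -0.35 with FK506. At 30 minutes it was at -0.43 and 0.61, a difference of -1.05 (standard error 0.14, edgeR adjusted p = 1.03e-06). Among the activators, *FKH1* differed by -1.67 (standard error 0.20, edgeR adjusted p = 1.41e-07) at 30 minutes and *MCM1* by 0.11 (standard error 0.25, edgeR adjusted p = 0.798).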

We found that levels of Yox1 and Yhp1 decreased in response to CaCl_2_, consistent with the fact that transcription of these TFs decreases in response to CN activation (S7 Fig). Notably, although Yox1 was downregulated in both ET- and FK506-treated cells, the period of Yox1 downregulation was shortened upon CN inhibition (S7A Fig). Together these data suggest that downregulation of G2/M genes is not mediated by increased expression of repressive TFs, but results in part from decreased expression of the activating TFs Ndd1 and Fkh2.

**Fig 6:**
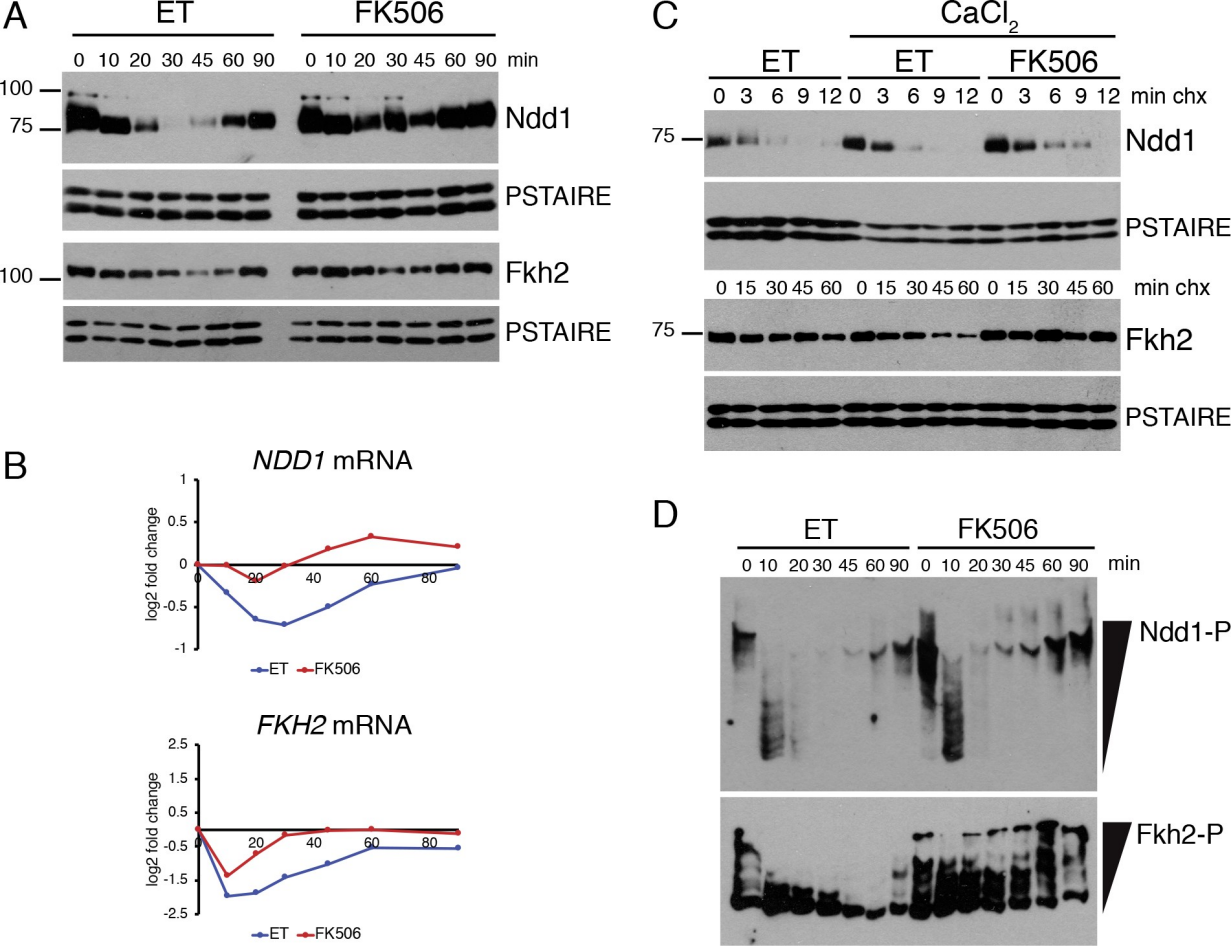
Regulation of G2/M TFs by CN. **(A)** *crz1Δ* strains were pretreated with ET buffer or FK506 for 15 minutes before the addition of CaCl_2_. Samples were collected for Western blotting at the indicated time points. Western blots were performed for a 3V5 tag on Ndd1 or a 3FLAG tag on Fkh2. PSTAIRE blots are shown as loading controls. **(B)** Expression of TF mRNAs in response to CaCl_2_. Shown are log2 fold change values, compared to the 0-minute time point, from RNA-seq experiments described in Fig 2. **(C)** Cycloheximide-chase assays of Ndd1 and Fkh2. Cells expressing 3V5-tagged Ndd1 and 3FLAG-tagged Fkh2 were pretreated with ET buffer or FK506 for 15 minutes, CaCl_2_ was added for an additional 2 minutes, then cycloheximide was added (0 minutes) and samples collected at the indicated time points for Western blot. **(D)** Phos-tag gel analysis of Fkh2 and Ndd1. ET and FK506 treated samples from experiments in (A) were run on Phos-tag gels and Western blotting performed against a 3V5 tag on Ndd1 and a 3FLAG tag on Fkh2.

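At 10 minutes, 31 of the 38 Fkh2/Ndd1 targets were lower than at 0 minutes with ET and 25 were lower with FK506 (adjusted p under 0.05, edgeR). The mean was lower with ET than with FK506 in each replicate, by -0.41 in replicate 1 and -0.45 in replicate 2 on the log2 scale (adjusted p = 4.25e-08, fry test of limma).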

Fkh2/Ndd1 target genes were downregulated as early as 10 minutes following the addition of CaCl_2_ (Fig 2C and 2G), however levels of Ndd1 and Fkh2 did not begin to decrease notably until later time points (Fig 6A). Therefore, other modes of regulation must also contribute to Fkh2/Ndd1 inactivation at the earliest time points after CaCl_2_ addition. Cdk1-mediated phosphorylation of both Fkh2 and Ndd1 is required for the recruitment of Ndd1 to promoters [39–41], so we examined whether either protein was dephosphorylated in response to CaCl_2_. Notably, both proteins were rapidly dephosphorylated following CaCl_2_ exposure (Fig 6D). Ndd1 was dephosphorylated in both control and FK506-treated cells, although highly phosphorylated protein began to re-accumulate by 45 minutes when CN was inhibited. In contrast, Fkh2 dephosphorylation was largely blocked when CN was inhibited by FK506 (Fig 6D), as well as in *cnb1Δ* cells (S8 Fig). Taken together, these data suggest that G2/M genes are initially downregulated as a result of dephosphorylation of Ndd1 and/or Fkh2, and this downregulation is enforced at later time points by a decrease in TF expression.

### CN regulates G2/M TFs through Hog1-dependent and -independent pathways

We next sought to disrupt the dephosphorylation and downregulation of Ndd1 and Fkh2 in response to CaCl_2_, to test whether regulation of these TFs is required for downregulation of G2/M genes. To accomplish this, we first investigated how phosphorylation of Fkh2 and Ndd1 is regulated in response to CaCl_2_. Two possibilities were considered: CN could directly dephosphorylate Fkh2 or Ndd1, or alternatively, Cdk1 activity could be inhibited and this could lead to a decrease in phosphorylation of the TFs. Ndd1 is unlikely to be a direct CN substrate, since it was dephosphorylated to a considerable degree in FK506-treated cells (Fig 6D). In contrast, Fkh2 dephosphorylation was blocked by FK506. In addition, Fkh2 contains a PAISIS motif that matches the conserved CN docking site sequence and is in an accessible region of the protein [10], making it a good candidate substrate of CN. However, we found no evidence that Fkh2 could be directly dephosphorylated by CN *in vivo* or *in vitro*.

Since downregulation of G2/M gene expression was partly dependent upon Hog1, we examined whether dephosphorylation or downregulation of Ndd1 or Fkh2 occurred in *hog1Δ* cells. Notably, Fkh2 and Ndd1 protein levels remained constant in *hog1Δ* cells after the addition of CaCl_2_ stress (Fig 7B) and dephosphorylation of Ndd1 was partially blocked (Fig 7C). In contrast, Fkh2 dephosphorylation was unaffected. These data suggest that Hog1 contributes to the G2/M TF regulation, however Hog1-independent mechanisms are also involved.

**Fig 7:**
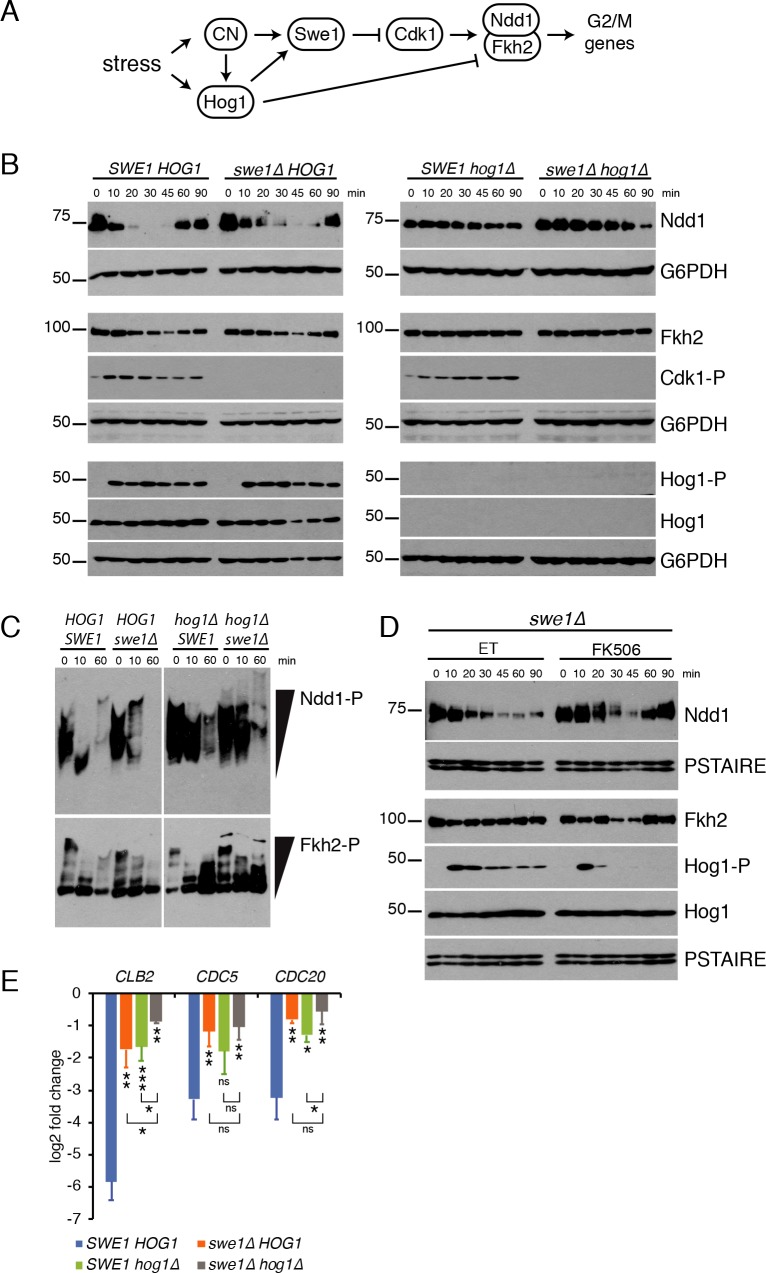
Hog1 and Swe1 regulate G2/M TF phosphorylation and activity. **(A)** Model of regulators that control G2/M TF activity in response to stress. **(B)** CaCl_2_ was added to *crz1Δ* cells with the indicated genotypes and cells were collected at the indicated time points for Western blot. Samples were assayed with antibodies against 3V5-tagged Ndd1, 3FLAG-tagged Fkh2, Cdk1 phosphorylated on Y19 (Cdk1-P), phosphorylated Hog1 (Hog1-P), total Hog1, and G6PDH (loading control). **(C)** Phos-tag gel comparing phosphorylation of 3V5-tagged Ndd1 and 3FLAG-tagged Fkh2 in cells of the indicated genotypes after the addition of CaCl_2_. Note that all 4 genotypes were run on the same gel to blot for each protein, however different exposures of left and right halves are presented. **(D)** *crz1Δ swe1Δ* cells were pretreated with ET or FK506 for 15 minutes before the addition of CaCl_2_ and samples were collected at the indicated times for Western blot as in (B). PSTAIRE is shown as a loading control. **(E)** RT-qPCR of representative Clb2 cluster genes 20 minutes after the addition of CaCl_2_ in cells with the indicated genotypes. Data is represented as log2 fold change compared to mRNA levels before the addition of CaCl_2_. Shown is an average of n = 3 experiments, error bars represent standard deviations. Statistical significance was calculated using a paired t-test, *p<0.05, **p<0.005, ***p<0.001. Asterisks beneath each bar indicated a significant difference compared to *SWE1 HOG1*, brackets indicate significance between single and double mutants.

Next, we considered whether CN and/or Hog1 might inhibit Cdk1 activity to decrease phosphorylation of G2/M TFs. This is a likely possibility, since both CN and Hog1 have been reported to inhibit Clb2/Cdk1 activity indirectly through their regulation of Hsl1 [10,11,42]. Hsl1 is an inhibitor of the kinase Swe1, which phosphorylates Cdk1 on Y19 to inhibit Cdk1 activity [43]. Therefore, inactivation of Hsl1 by either CN or Hog1 is thought to promote Swe1 activity, leading to Cdk1 inhibition in response to stress (Fig 7A). Consistent with this proposed role, we observed that levels of Y19-phosphorylated Cdk1 increased upon CaCl_2_ treatment, and this phosphorylation was completely eliminated upon deletion of *SWE1* (Fig 7B). We next tested whether the Hsl1-Swe1 pathway is required for dephosphorylation of Fkh2 and/or Ndd1 upon CN activation. Notably, Ndd1 dephosphorylation was partially inhibited in *swe1Δ* cells, and Fkh2 dephosphorylation was delayed compared to controls (compare 10 min time points, Fig 7C). However, *swe1Δ* did not prevent downregulation of TF proteins. (Fig 7C and 7D). These data suggest that dephosphorylation of G2/M TFs is regulated by both Swe1-dependent and–independent pathways. Consistent with this possibility, downregulation of G2/M genes was partly blocked in *swe1Δ* cells (Fig 7E). Altogether, these data indicate that Cdk1 inhibition by Swe1 contributes to dephosphorylation of Fkh2 and Ndd1 in response to CaCl_2_ stress.

Having established that both Hog1 and Swe1 contribute to inactivation of G2/M TFs by CN, we next deleted both genes together to determine if the combination would have a greater effect on disrupting regulation of these proteins in response to CaCl_2_. Consistent with this prediction, neither protein decreased in levels and dephosphorylation was largely (though not entirely) blocked in *hog1Δ swe1Δ* cells (Fig 7B and 7C). Importantly, deletion of either *SWE1* or *HOG1* largely prevented downregulation of the G2/M genes *CLB2*, *CDC5* and *CDC20*, and *swe1Δ hog1Δ* cells showed a slightly stronger effect on the same targets, although this difference did not reach statistical significance for all comparisons (Fig 7E). These data support the conclusion that CN promotes G2/M TF inactivation through both Hog1-dependent and -independent mechanisms.

## Discussion

Many stress response pathways target cell cycle-regulatory TFs that control key transitions. Since cell cycle-regulatory TFs are part of an oscillatory and interconnected network [36,37], we set out to examine the effect of the stress-activated phosphatase CN on the entire network, and to follow changes over time as cells respond and adapt to CaCl_2_ stress. This time-resolved analysis revealed that CN has a broad role in rewiring cell cycle-regulated transcription and arresting the cell cycle. Although previous studies have identified a few direct CN substrates that impact the cell cycle [10–12], our findings suggest that many of the transcriptional and cell cycle changes that occur downstream of CN result from crosstalk to the stress-activated MAPK Hog1.

Our results present a dynamic picture of how CN and Hog1 collaborate to influence the cell cycle when cells are exposed to CaCl_2_. Initially, CaCl_2_ causes a change in osmolarity that activates Hog1, and the influx of Ca^2+^ ions into the cell activates CN. Changes in osmolarity are known to activate Hog1 within minutes, however in most cases this activation is rapidly shut off as glycerol is synthesized, its efflux is blocked, and homeostasis is restored [44,45]. We show here that CaCl_2_ affects Hog1 differently than other osmostressors, because CN provides a signal that maintains levels of active Hog1 over time.

Together CN and Hog1 promote widespread changes in the expression of cell cycle-regulated genes (Fig 8). The concurrent activation of these pathways triggers an immediate downregulation of several clusters of cell cycle genes within 10 minutes of CaCl_2_ treatment: Hog1 mediates inactivation of SBF and MBF to downregulate G1/S genes [13,14], CN dephosphorylates and inactivates the S-phase TF Hcm1 [12], and CN and Hog1 independently contribute to Swe1 activation [11,42], which results in dephosphorylation of G2/M TFs Ndd1 and Fkh2. Interestingly, the specific requirements for dephosphorylation of these TFs differs: Fkh2 dephosphorylation is largely dependent on CN, whereas Ndd1 dephosphorylation may be more dependent on Hog1 and Swe1 (Figs 6D and 7C). After approximately 20 minutes, inactivation of these TFs is reinforced as CN disrupts negative feedback to maintain Hog1 activation, and levels of Fkh2 and Ndd1 proteins decrease through a Hog1-dependent pathway. Finally, after approximately 90 minutes of CaCl_2_ exposure, cells begin to adapt to the stress, levels and phosphorylation of TFs are returned to near starting levels, expression of cell cycle genes is restored, and cells resume cycling.

**Fig 8:**
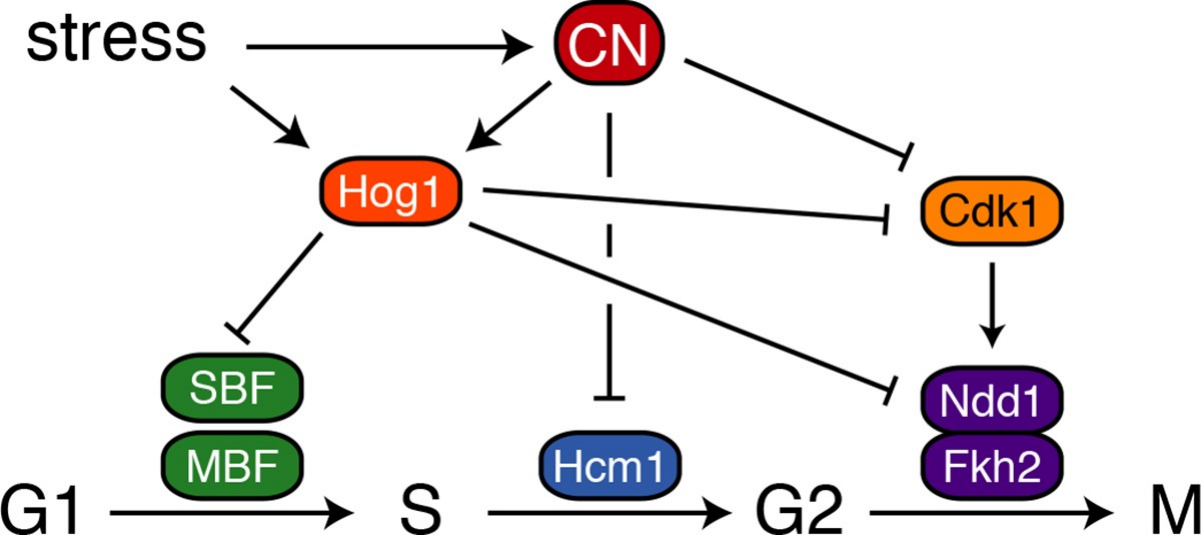
CN and Hog1 cooperate to regulate the cell cycle. Model of how CN rewires the cell cycle-regulatory TF network.

Since G2/M TFs Ndd1 and Fkh2 are Hcm1 target genes [38], this suggested that inactivation of Hcm1 by CN [12] might promote downregulation of G2/M genes. However, we saw no significant change in downregulation of Fkh2/Ndd1 target genes in cells expressing a CN-resistant Hcm1 protein (Fig 2A). This result is consistent with the fact that inactivating a pathway by blocking transcription is a slow response, as it depends upon shutting off expression of the TFs and waiting for the TF proteins to be degraded before having an impact on their target genes. Rapid responses are more likely to result from modulating the phosphorylation landscape, which supports our finding that the timing of Fkh2 and Ndd1 dephosphorylation correlates well with the downregulation of their target genes (Figs 5 and 6D). Downregulation of Ndd1 and Fkh2 proteins likely contributes to a decrease in target gene expression after prolonged exposure to stress.

CN not only inhibits expression of multiple clusters of cell cycle genes, but it also delays the cell cycle at multiple stages. Our findings are consistent with previous evidence suggesting that CN blocks G2/M progression through activation of Swe1. However, previous studies were carried out in a sensitized genetic background lacking the PP2A regulator Zds1 [15], and we show that this arrest also happens in Zds1-expressing cells. We also show for the first time that CN mediates a transient G1/S arrest. Our data suggests that this G1/S arrest occurs through crosstalk to the Hog1 pathway, since downregulation of SBF/MBF target genes and initial cell cycle arrest do not occur in *hog1Δ* cells. This Hog1-dependent arrest likely occurs through a combination of its effect on transcription and its ability to upregulate Cdk1 inhibitors, as previously described [13,14,22,23].

We find that CN does not impact the initial activation of Hog1, but instead prolongs the window of Hog1 activation by preventing Hog1-dependent negative feedback through the Sln1 pathway (Fig 4). The mechanism by which CN does this is not clear. One way that Hog1 impacts Sln1 signaling is by triggering the glycerol channel Fps1 to close, thereby blocking glycerol efflux [31]. Interestingly, the Fps1 regulator Ask10 was recently identified as a candidate CN target [10], suggesting it may connect CN and Hog1 pathways. However, it is also possible that CN also targets additional proteins that impact intracellular glycerol accumulation, a possibility that will be interesting to investigate in the future.

Notably, a previous study reported that Hog1 is activated by CaCl_2_, however this earlier study came to the opposite conclusion and suggested that CN promotes Hog1 dephosphorylation [46]. It is not clear why the conclusion in this previous study was different than ours, although levels of phosphorylated Hog1 were not directly compared between strains in that study, which complicates the interpretation of the data. Our results clearly show that CN activation prolongs Hog1 phosphorylation in both wild type and *crz1Δ* strain backgrounds. Moreover, we find that expression of Hog1-regulated genes directly mirrors levels of phosphorylated Hog1, and that CN activation prolongs expression of Hog1-regulated genes. These data conclusively show that CN promotes Hog1 activation.

Most environmental stresses trigger a common transcriptional response, termed the environmental stress response, which includes approximately 300 induced and 600 repressed genes [47]. However, each individual stress also activates a unique set of stress-specific changes in gene expression, which enable cells to adapt to the unique stressor. Interestingly, many environmental stressors simultaneously activate multiple signaling pathways, which may help cells tailor the specific transcriptional response to a particular stress. Hog1 and its mammalian homolog p38 in particular are activated by a wide array of stressors including heat shock, oxidative stress, glucose starvation and arsenite that also signal to other pathways [48–53]. CN is similarly activated by a number of stressors that stimulate multiple pathways. Cell wall stress activates CN in addition to the MAPK Mpk1/Slt2 [54]. Additionally, many of the canonical CN-activating stresses are ions that cause hyperosmotic stress and also activate Hog1 [24,55]. Notably, the strength and timing of CN activation differs in response to each of these stressors, which suggests that crosstalk to the Hog1 pathway may be more or less important in different conditions. In this way, crosstalk may function to tune the adaptation program and length of cell cycle arrest in response to different stressors.

Although the best understood functions of CN in mammals are in regulation of the immune system [56,57], recent evidence suggests it also plays a part in the stress response [6,7]. Oxidative stress and nutrient limitation both lead to the release of intracellular Ca^2+^ stores that activate CN. Upon activation, CN targets the transcription factor TFEB to induce expression of lysosomal biogenesis and autophagy genes. Remarkably, we find that in this context CN also stimulates p38 activation (Fig 3F). Like Hog1, p38 downregulates cell cycle-regulated gene expression and arrests the cell cycle [58], therefore CN and p38 may also work together to coordinate stress adaptation and cell cycle arrest in human cells. Crosstalk between CN and Hog1 pathways may be conserved among eukaryotes to help cells tune their response to specific types of environmental stress.

## Materials and Methods

### Yeast strains

A complete list of strains is included in S2 Table. Strains carrying gene deletions and epitope tags were constructed using standard methods [59,60]. All strains were grown in rich medium (YM-1) or synthetic complete medium (C) with 2% dextrose at 30°C [61]. In all experiments that include CaCl_2_ treatment, strains were grown in C medium with 1% ammonium chloride as the nitrogen source.

### Cell lines

Human foreskin fibroblast (HFFs) immortalized with hTERT have been previously described [28] and were maintained in Dulbecco’s modified Eagle’s medium (DMEM) containing 10% fetal bovine serum,1x Penicillin Streptomycin, 2 mM L-glutamine.

### Yeast stress experiments

Where indicated, cells were pretreated with ET buffer (90% ethanol, 10% Tween-20) or 1 μg/ml FK506 (LC Laboratories) in ET buffer 15 minutes before the addition of 200 mM CaCl_2_. For experiments with NaCl or sorbitol treatment, cells were also grown in synthetic complete medium with ammonium chloride and pretreated with ET buffer or FK506 for 15 minutes before the addition of 400 mM NaCl or 1 M sorbitol.

### Flow cytometry

Cells were fixed in 70% ethanol and stained with Sytox Green (Invitrogen) as previously described [62]. DNA content was measured on a FACScan (Becton Dickinson) or a Guava easyCyte HT (Millipore) flow cytometer. Data was analyzed using FlowJo (FlowJo, LLC) software. To quantify percent of cells in S-phase (Figs 1B, 4D and 5A; S1B, S4B and S4D Figs), percentage of cells with a DNA content between 1C and 2C was calculated. Note that the Guava easyCyte provides better resolution of the 1C and 2C peaks than the FACScan, so a higher percentage of S-phase cells in asynchronous populations is measured when samples are analyzed on the Guava. However, the fold change in percent of S-phase cells over time is similar between instruments (compare blue lines in Figs 1B and 4D). The instrument utilized for each set of experiments is noted in the corresponding figure legends. Data underlying all graphs is included in S3 Data.

### Human cell starvation experiments

Cells were seeded at 5x10^6^ cells per 15 cm dish the day before an experiment. Cells were pre-treated for 1 hour with ET buffer control (90% ethanol, 20% Tween-20), 10 μM FK506, or 5 μM cyclosporin A (LC Laboratories), washed with PBS and then starved with pre-warmed HBSS (with Ca^2+^ and Mg^+^, Gibco) with 10mM HEPES containing either ET buffer, FK506, or cyclosporin A for 2 hours.

### RNA-seq and data analysis

Total RNA was isolated from 5 OD of cells and purified as previously described [63]. Library preparation and sequencing was performed by BGI Genomic Services. Briefly, ribosomal RNAs were depleted and strand-specific libraries constructed prior to 50 base single-end sequencing on an Illumina HiSeq4000 platform. Two biological replicates of each time course were performed. All data is available in NCBI GEO and is accessible through GEO Series accession number GSE115023.

For all analyses, default parameters were used unless otherwise specified. Raw reads from RNA-seq experiments were assessed for their quality using fastqc (http://www.bioinformatics.bbsrc.ac.uk/projects/fastqc), followed by alignment to the *Saccharomyces cerevisiae* reference genome R64-1-1 from Ensembl using Tophat2 (version 2.1.1) [64] with the maximal intron length set as 100 kb. HTseq [65] was used to generate a gene-level count table, which was subsequently used for differential gene expression analysis using the voom method implemented in the limma package (version 3.32.10) [66]. Correlation within the same condition and genotype was estimated using the *duplicateCorrelation* function from the limma package.

A linear model was fit to include two independent variables, i.e., experimental condition (a combination of genotype, treatment and time post treatment) and batch, and with the correlation estimated above as input to the lmFit function. Tests of the following predefined contrasts were performed within the linear model framework. Gene expression at each time point post treatment was compared to its corresponding 0-minute baseline within the same treatment and genotype. In addition, changes of gene expression from baseline to each time point were compared between ET and FK506 treatments. Genes with a BH-adjusted p-value [67] less than 0.05 were considered as significantly differentially expressed for each comparison. Distance-based differential analyses of gene curves were performed as described [68] to compare CaCl_2_ time course data between ET and FK506-treated cells.

### Western blots

To prepare yeast samples for Western blotting, equivalent optical densities of cells were collected and lysed in cold TCA buffer (10 mM Tris pH 8.0, 10% trichloroacetic acid, 25 mM ammonium acetate, 1 mM EDTA). After incubation on ice, lysates were centrifuged and pellets resuspended in resuspension solution (100 mM Tris pH 11.0, 3% SDS). Samples were heated to 95°C for 5 minutes and clarified by centrifugation. 4X SDS-PAGE sample buffer (250 mM Tris pH 6.8, 8% SDS, 40% glycerol, 20% β-mercaptoethanol) was added to clarified lysates before heating to 95°C for an additional 5 minutes. Human cells were lysed as previously described [69] and 20-60μg of analyzed by Western blot. Western blotting was performed with antibodies against Hog1 (sc-6815 or sc-165978, Santa Cruz Biotechnology), phosphorylated Hog1/p38 (anti-Phospho-p38 MAPK, 9211L, Cell Signaling Technology), PSTAIRE (sc-53, Santa Cruz Biotechnology or P7962, Sigma), G6PDH (A9521, Sigma), V5 (R96025, Invitrogen), FLAG (clone M2, F1804, Sigma), MYC (clone 9E10, M5546, Sigma), Y19-phosphorylated Cdk1 (anti-Phospho-cdc2, 9111S, Cell Signaling Technology), p38 (9212S, Cell Signaling Technology), phosphorylated MK-2 (anti-P-MAPKAPK-2 T334 (27B7), 3007, Cell Signaling Technology), MK-2 (anti-MAPKAPK-2 (D1E11), 12155, Cell Signaling Technology), TFEB (4240S, Cell Signaling Technology), phosphorylated TFEB (anti-P-TFEB S211, 37681, Cell Signaling Technology), or actin (A1978, Sigma).

For Phos-tag gels, resolving gels contained 6% acrylamide/bis solution 29:1, 386 mM Tris-Cl, pH 8.8, 0.1% SDS, 0.2% ammonium persulfate (APS), 25 μM Phos-tag acrylamide (Wako), 50 μM manganese chloride, and 0.17% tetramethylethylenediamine (TEMED) and stacking gels contained 5% acrylamide/bis solution 37.5:1, 126 mM Tris-Cl, pH 6.8, 0.1% SDS, 0.1% APS, and 0.04% TEMED. Gels were washed twice in 100 ml of transfer buffer containing 10 mM EDTA for 15 minutes and once in 50 ml of transfer buffer for 10 minutes before transferring to nitrocellulose.

### RT-qPCR

Reverse transcription was carried out with total RNA and random primers (Promega), followed by treatment with RNase H (New England Biolabs). Quantitative PCR was preformed using 2X SYBR Fast Master Mix Universal (Kapa Biosystems) and primers for the indicated genes (see S3 Table for primer sequences) using a Mastercycler EP Realplex thermocycler (Eppendorf). mRNA levels were normalized to *ACT1* and fold change values were calculated by comparing the normalized expression at the indicated time to the expression of the target before CaCl_2_ addition.

### Cycloheximide-chase assays

Cells were treated with ET buffer or FK506 for 15 minutes before the addition of 200 mM CaCl_2_. Two minutes after CaCl_2_ addition, 50 μg/ml cycloheximide (Biomatik) was added to block protein synthesis. Samples were collected after the indicated number of minutes for Western blot analysis.

### Cell cycle synchronization

For G1 arrest-release experiments, cells were treated with 10 μg/ml alpha factor for three hours (with an additional equivalent amount re-added after 2 hours) and then released into media without alpha factor and with or without 200 mM CaCl_2_. 15 minutes prior to release, cells were treated with ET buffer or FK506 as indicated. To synchronize cells in S phase, cells were release from a three-hour alpha factor arrest into medium containing 200 mM hydroxyurea (HU) for an additional hour before releasing into medium without HU and with or without 200 mM CaCl_2_. To synchronize cells in mitosis, cells were arrested in G1 with alpha factor for 3 hours, with ET or FK506 added after 2 hours and 45 minutes. Cells were then released into media without alpha factor (containing ET/FK506) and CaCl_2_ was added 70 minutes after release from the arrest, when greater than 80% of cells had a 2C DNA content. Alpha-factor was added back 10 minutes after the addition of CaCl_2_, to block cells in the subsequent G1 phase. Percent cell cycle progression was calculated from the mean of the DNA content in each population, as previously described [70]. Data are presented as average values from a minimum of three experiments with error bars representing standard deviations.

## Supporting information

S1 Fig Regulation of the cell cycle by CN in wild type (*CRZ1*) cells. **(A)** CaCl_2_ time course in wild type (*CRZ1*-proficient) cells. Wild-type cells were treated with ET or FK506 for 15 minutes before the addition of CaCl_2_. Shown is DNA content as measured by flow cytometry at the indicated time points after CaCl_2_ addition. Colored time points are overlaid to compare ET and FK506 samples, right. **(B)** Quantitation of the percentage of cells in S phase from n = 3 experiments. Error bars represent standard deviations. Statistical significance between ET- and FK506-treated samples was calculated for each time point using a paired t-test. Asterisks indicate *p<0.05. **(C)** G1 arrest-release of wild type (*CRZ1*) cells as in Fig 1D. **(D)** % cell cycle progression was calculated for samples from (C), as described in the Materials and Methods. Average values represent n = 3 experiments, error bars indicate standard deviation. **(E-G)** Average expression of the indicated groups of cell cycle-regulated genes after the addition of 200mM CaCl_2_ to wild-type cells. Data is from [9]. Number of genes in each cluster is indicated.
(TIF) Click here for additional data file.

S2 Fig Regulation of specific cell cycle phases by CN. **(A)** Schematic depicting synchronization protocols used in Fig 1C–1F and S1C and S1D Fig. **(B)** Representative FACS plots from Fig 1C. **(C)** Representative FACS plots from Fig 1D. **(D)** Representative FACS plots from Fig 1E. **(E)** Representative FACS plots from Fig 1F.
(TIF) Click here for additional data file.

S3 Fig Regulation of subsets of cell cycle genes by CN. **(A-C)** Average expression of SBF/MBF target genes from Fig 2A and 2E, divided into subsets of genes regulated by both SBF and MBF (A), only SBF (B), or only MBF (C). **(D)** Expression of the Mcm cluster gene *MCM7* from RNA-seq experiments. **(E)** Expression of Mcm cluster gene *YGP1* from RNA-seq experiments. Note that *YGP1* is also a Hog1-regulated gene. **(F)** Average expression of all Mcm cluster genes shown in Fig 2A. Error bars indicate the 95% confidence interval. Number of genes (n) and the adjusted p-value indicating the significance of the difference between ET and FK506 curves are included. **(G)** Expression of Ace2/Swi5 target gene *DSE1* from RNA-seq experiments. **(H)** Expression of Ace2/Swi5 target gene *PIL1* from RNA-seq experiments. Note that *PIL1* is also a Hog1-regulated gene. **(I)** Average expression of all Ace2/Swi5 target genes shown in Fig 2A. Error bars indicate the 95% confidence interval. Number of genes (n) and the adjusted p-value indicating the significance of the difference between ET and FK506 curves are included. **(J-L)** Average expression of Ace2/Swi5 target genes from Fig 2A and (I), divided into subsets of genes regulated by both Ace2 and Swi5 (J), only Ace2 (K), or only Swi5 (L). For all parts, lists of genes and values are included in S1 Data.
(TIF) Click here for additional data file.

S4 Fig CN does not prolong Hog1 activation in response to NaCl or sorbitol. *crz1Δ* cells were pre-treated with ET buffer or FK506 for 15 minutes before the addition of 0.4M NaCl **(A-B)** or 1M sorbitol **(C-D)**. Phosphorylated Hog1 (Hog1-P), total Hog1 and PSTAIRE (loading control) were monitored by Western blot (A, C) and percentage of cells in S-phase were quantified (B-D). For parts B & D, an average of n = 3 experiments are shown and error bars indicate standard deviations. Cell cycle positions were measured using a Guava EasyCyte flow cytometer.
(TIF) Click here for additional data file.

S5 Fig The timing of CN and Hog1 activation in response to CaCl_2_. **(A)** *crz1Δ* cells expressing GFP fused to a portion of Crz1 that lacks the DNA binding domain (residues 14–424) were treated with CaCl_2_ for the indicated number of minutes. Dephosphorylation of the GFP-fusion protein was monitored by Western blot and confirms that CN is active throughout the 90-minute time course and correlates with the maintenance of Hog1 phosphorylation (Hog1-P). **(B)** Cells from (A) were imaged at the indicated time points to confirm that the GFP-Crz1 reporter is nuclear in most cells throughout the 90-minute time course. Cells without the GFP reporter are shown as a negative control. Scale bar represents 10μm. **(C)** Hog1 activation in wild-type cells is regulated by CN. Wild-type (*CRZ1*) cells were arrested for 3 hours in G1 with alpha factor, then pre-treated with ET buffer or FK506 for 15 minutes before releasing from the arrest into medium containing 200mM CaCl_2_. Samples were collected after the indicated number of minutes and Hog1 activation monitored by Western blot (Hog1-P). Total Hog1 and PSTAIRE (loading control) are shown.
(TIF) Click here for additional data file.

S6 Fig Primary FACS data of *ssk1Δ* cells treated with CaCl_2_. FACS plots from representative CaCl_2_ time course in *crz1Δ SSK1* and *crz1Δ ssk1Δ* cells shown in Fig 4D.
(TIF) Click here for additional data file.

S7 Fig Regulation of additional G2/M TFs in response to CaCl_2_. **(A)** Strains expressing the indicated tagged TFs were pretreated with ET buffer or FK506 for 15 minutes before the addition of CaCl_2_. Samples were collected for Western blotting at the indicated time points. Western blots were performed for a 3V5 tag on Fkh1, Mcm1, and Yox1 or a 13MYC tag on Yhp1. For all experiments PSTAIRE blots are shown as a loading control. **(B)** Expression of TF mRNAs in response to CaCl_2_. Shown are log2 fold change values, compared to the 0-minute time point, from RNA-seq experiments described in Fig 2. **(C)** Cycloheximide-chase assays of the indicated TF proteins. Cells expressing tagged TF proteins from (A) were pretreated with ET buffer or FK506 for 10 minutes, CaCl_2_ was added for an additional 5 minutes, then cycloheximide was added (0 minutes) and samples collected at the indicated time points for Western blot.
(TIF) Click here for additional data file.

S8 Fig CN regulates dephosphorylation of Fkh2. *crz1Δ CNB1* and *crz1Δ cnb1Δ* strains were pretreated with ET buffer or FK506 for 15 minutes before the addition of CaCl_2_. Samples were collected at the indicated time points and Phos-tag Western blot performed for a 3FLAG tag on Fkh2.
(TIF) Click here for additional data file.

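S1 Table lists, for each gene, the log2 difference between ET and FK506 at 10 minutes and its adjusted p from limma. The copy used here lists 33 genes, fewer than the paper's text gives for 10 minutes, so the comparison does not cover the paper's whole list. All 33 genes were found in the count files, and 33 had the same sign in the edgeR fit with replicate number as a block. In that fit the largest difference from the paper's reported log2 value was 0.026. The adjusted p was under 0.05 for 15 of them in that fit and for 29 with limma-voom.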

S1 Table CN-dependent changes in gene expression after 10 minutes of CaCl_2_ stress. (PDF) Click here for additional data file.

S2 Table Strain table. (PDF) Click here for additional data file.

S3 Table Primer table. (PDF) Click here for additional data file.

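S1 Data gives the log2 fold change from 0 minutes of each cluster gene at each time point. Apart from the row named *NUD1*, 7686 such values belonged to genes that passed the filter on low counts. The median absolute difference between the paper's reported value and the edgeR estimate was 0.014, and it was 0.014 with limma-voom. Without a filter on low counts it was 0.0020 over 7776 values, and the largest difference was 2.70 in place of 0.54. The sheet for Hog1-regulated genes was not used here.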

S1 Data Changes in cell cycle-regulated gene expression in response to CaCl_2_ stress. (XLSX) Click here for additional data file.

S2 Data Changes in cell cycle-regulated gene expression in response to CaCl_2_ stress in *hog1Δ* cells. (XLSX) Click here for additional data file.

S3 Data Quantification of FACS data. (XLSX) Click here for additional data file.

# Supplementary material for: The coordinate actions of calcineurin and Hog1 mediate the stress response through multiple nodes of the cell cycle network
**Source:** PLoS Genet. 2020 Apr 28;16(4):e1008600. doi: 10.1371/journal.pgen.1008600
**Supplement:** S1 Table

**S1 Table. CN-regulated genes after 10 minutes CaCl<sub>2</sub> treatment**

| gene           | ET/FK506 t=10* | BH adj p-value | gene cluster |
|----------------|----------------|----------------|--------------|
| <i>BAG7</i>    | -1.856960889   | 0.000967319    |              |
| <i>HAP4</i>    | -1.163055122   | 8.23E-07       |              |
| <i>REG2</i>    | -1.150626613   | 0.042108723    | Ace2/Swi5    |
| <i>NRM1</i>    | -1.141897458   | 0.007858729    | SBF/MBF      |
| <i>ZEO1</i>    | -1.0536199     | 0.029144541    |              |
| <i>CLB2</i>    | -1.031467576   | 0.000206166    | Fkh2/Ndd1    |
| <i>SUR7</i>    | -0.949017459   | 0.000268532    |              |
| <i>POG1</i>    | -0.914706391   | 0.041214538    |              |
| <i>CDC5</i>    | -0.888550191   | 0.00199479     | Fkh2/Ndd1    |
| <i>FRK1</i>    | -0.843561961   | 0.000975715    | Fkh2/Ndd1    |
| <i>COS111</i>  | -0.834665457   | 0.012939887    |              |
| <i>ALK1</i>    | -0.796044016   | 0.00199479     | Fkh2/Ndd1    |
| <i>YNL058C</i> | -0.765573748   | 0.037184485    | Fkh2/Ndd1    |
| <i>SWI5</i>    | -0.749489208   | 0.00199479     | Fkh2/Ndd1    |
| <i>TPO3</i>    | -0.721860491   | 0.042108723    | Fkh2/Ndd1    |
| <i>MIG1</i>    | -0.703374214   | 0.029144541    |              |
| <i>IRC8</i>    | -0.682302946   | 0.009439705    | Fkh2/Ndd1    |
| <i>PMA1</i>    | -0.648080526   | 0.023655503    |              |
| <i>SRC1</i>    | -0.638086785   | 0.00199479     | Fkh2/Ndd1    |
| <i>ASE1</i>    | -0.617232544   | 0.0027527      | Hcm1         |
| <i>YDR133C</i> | -0.6099885     | 0.048012708    |              |
| <i>FKH2</i>    | -0.609401994   | 0.029144541    | Hcm1         |
| <i>ACE2</i>    | -0.605854216   | 0.0333304      | Fkh2/Ndd1    |
| <i>MRH1</i>    | -0.56727327    | 0.042108723    | MCM cluster  |
| <i>PHO90</i>   | -0.553456027   | 0.019177709    |              |
| <i>ECM33</i>   | -0.469376696   | 0.029144541    | Hcm1         |
| <i>TSC10</i>   | -0.421085289   | 0.041068935    |              |
| <i>HST3</i>    | -0.339988525   | 0.016264338    | Fkh2/Ndd1    |
| <i>MET22</i>   | 0.481421259    | 0.028290041    |              |
| <i>YAP5</i>    | 0.651389782    | 0.04214145     |              |
| <i>MET16</i>   | 0.911730288    | 0.004058974    |              |
| <i>ATG41</i>   | 1.132156074    | 0.009224367    |              |
| <i>STR3</i>    | 1.572852266    | 0.00199479     |              |

\*Shown are log<sub>2</sub> fold change values of ET-10min/FK506-10min

# Supplementary material for: The coordinate actions of calcineurin and Hog1 mediate the stress response through multiple nodes of the cell cycle network
**Source:** PLoS Genet. 2020 Apr 28;16(4):e1008600. doi: 10.1371/journal.pgen.1008600
**Supplement:** S2 Table

**S2 Table. Strain table**

| <b>strain</b> | <b>genotype</b>                                                                         |
|---------------|-----------------------------------------------------------------------------------------|
| YHA146        | <i>MATa ura3Δ0 leu2Δ0 his3Δ0 met15Δ0 crz1Δ::KanMx HCM1-3HA-HIS3</i>                     |
| YHA147        | <i>MATa ura3Δ0 leu2Δ0 his3Δ0 met15Δ0 crz1Δ::KanMx hcm1-ΔPSIEIQ-3HA-HIS3</i>             |
| YCL34         | <i>MATa his3Δ ura3Δ leu2Δ met15Δ lys2Δ crz1Δ::LEU2 MCM1-3V5-KanMX</i>                   |
| YMF1          | <i>MATa his3Δ0 ura3Δ0 leu2Δ0 lys2Δ0 met15Δ0 crz1Δ::LEU2 cnb1Δ::KanMX HCM1-3HA-HIS3</i>  |
| YMF7          | <i>MATa his3Δ0 ura3Δ0 leu2Δ0 crz1Δ::LEU2</i>                                            |
| YCL37         | <i>MATa his3Δ ura3Δ leu2Δ met15Δ crz1Δ::LEU2 NDD1-3V5-KanMX</i>                         |
| YCL153        | <i>MATa ura3Δ0 leu2Δ0 his3Δ0 met15Δ0 crz1Δ::LEU2 sho1Δ::URA3 NDD1-3V5-KanMx</i>         |
| YCL154        | <i>MATa ura3Δ0 leu2Δ0 his3Δ0 met15Δ0 crz1Δ::LEU2 ssk1Δ::URA3 NDD1-3V5-KanMx</i>         |
| YJB622        | <i>MATa ura3Δ0 leu2Δ0 his3Δ0 met15Δ0 crz1Δ::KanMx HCM1-3HA-HIS3 hog1Δ::LEU2</i>         |
| YCL99         | <i>MATa his3Δ ura3Δ leu2Δ met15Δ crz1Δ::LEU2 FKH2-3FLAG-Hyg</i>                         |
| YMF42         | <i>MATa his3Δ ura3Δ leu2Δ met15Δ crz1Δ::LEU2 swe1Δ::URA3 NDD1-3V5-KanMX</i>             |
| YMF44         | <i>MATa his3Δ ura3Δ leu2Δ met15Δ crz1Δ::LEU2 hog1Δ::HIS3 NDD1-3V5-KanMX</i>             |
| YMF45         | <i>MATa his3Δ ura3Δ leu2Δ met15Δ crz1Δ::LEU2 hog1Δ::HIS3 swe1Δ::URA3 NDD1-3V5-KanMX</i> |
| YMF41         | <i>MATa his3Δ ura3Δ leu2Δ met15Δ FKH2-3FLAG-Hyg crz1Δ::LEU2 swe1Δ::URA3</i>             |
| YMF46         | <i>MATa his3Δ ura3Δ leu2Δ met15Δ crz1Δ::LEU2 hog1Δ::HIS3 FKH2-3FLAG-Hyg</i>             |
| YMF47         | <i>MATa his3Δ ura3Δ leu2Δ met15Δ crz1Δ::LEU2 hog1Δ::HIS3 swe1Δ::URA3 FKH2-3FLAG-Hyg</i> |
| YBL176        | <i>MATa ura3Δ0 leu2Δ0 his3Δ0 met15Δ0 HCM1-3HA-HIS3</i>                                  |
| YMF55         | <i>MATa ura3Δ0 leu2Δ0 his3Δ0 lys2Δ0 crz1Δ::LEU2 +pAMS478</i>                            |
| YMF57         | <i>MATa ura3Δ0 leu2Δ0 his3Δ0 lys2Δ0 crz1Δ::LEU2 +pRS316</i>                             |
| MW836a        | <i>MATa ura3Δ0 leu2Δ0 his3Δ0 met15Δ0</i>                                                |
| YCL31         | <i>MATa his3Δ ura3Δ leu2Δ met15Δ crz1Δ::LEU2 FKH1-3V5-KanMX</i>                         |
| YCL43         | <i>MATa his3Δ ura3Δ leu2Δ met15Δ crz1Δ::LEU2 YOX1-3V5-KanMX</i>                         |
| YCL53         | <i>MATa his3Δ ura3Δ leu2Δ met15Δ crz1Δ::LEU2 YHP1-13MYC-KanMx</i>                       |
| YMF92         | <i>MATa his3Δ ura3Δ leu2Δ lys2Δ crz1Δ::LEU2 cnb1Δ::KanMx Fkh2-3FLAG-HYG</i>             |

All strains are in the BY4741 background.

# Supplementary material for: The coordinate actions of calcineurin and Hog1 mediate the stress response through multiple nodes of the cell cycle network
**Source:** PLoS Genet. 2020 Apr 28;16(4):e1008600. doi: 10.1371/journal.pgen.1008600
**Supplement:** S3 Table

**S3 Table. Primer table**

| gene         | primer name | sequence                |
|--------------|-------------|-------------------------|
| <i>ACT1</i>  | ACT1fwd     | ATGAAGTGTGATGTCGATGTCC  |
|              | ACT1rev     | CCAATCCAGACGGAGTACTTTC  |
| <i>STL1</i>  | STL1fwd     | TTGCGGTATTTTCATCACTATCG |
|              | STL1rev     | CACTACAGTTGCGTGTCTGTCA  |
| <i>YOX1</i>  | YOX1fwd     | ATTTGCTTTCATCACACACTCG  |
|              | YOX1rev     | AACTCAATTCGTTTCTCCTTCG  |
| <i>CLN1</i>  | CLN1fwd     | CTTTGGTTAGCGGCCAAAAC    |
|              | CLN1rev     | AGAAAGGCGTGGAATACGAG    |
| <i>CLB2</i>  | CLB2fwd     | TGCATGTACGGAAGATGAAATC  |
|              | CLB2rev     | AAGAATTTGGCAAGAGTTTCGAG |
| <i>CDC5</i>  | CDC5fwd     | ATGTCCCATCCAAATATCGTTC  |
|              | CDC5rev     | AATTCCATTAATGAACCGTTGG  |
| <i>CDC20</i> | CDC20fwd    | GCGGTAACCGTTCTGTACTTTC  |
|              | CDC20rev    | GGGACGTTTGGAGTTTCTAATG  |

How the deposited data were processed for this re-analysis (not part of the article)

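RNA-seq measured expression in *crz1Δ* cells pre-treated with ET buffer or FK506 and in *crz1Δ hcm1ΔP* cells pre-treated with ET buffer, at 0, 10, 20, 30, 45, 60 and 90 minutes after 200 mM CaCl_2_, in 2 replicates each (42 libraries). The authors aligned single-end, strand-specific reads from ribosomal RNA-depleted libraries to R64-1-1 with Tophat2, counted reads on genes with HTSeq and deposited these counts per gene without normalization or filtering. The totals of unassigned reads at the end of each table were taken out, since they are not genes. Libraries held between 11973939 and 12534893 counts on genes, and between 13.8% and 18.1% of the reads lay outside annotated genes. Gene IDs were used as the count tables give them. 6008 of them matched a locus tag of the RefSeq annotation of R64, from which gene coordinates were taken, and the authors used R64-1-1.

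The comparisons, tests, alternatives and the rule for naming genes were chosen before the data were examined. The mean changes of lists at 20 and 45 minutes, the counts of genes on lists and the ribosome biogenesis mean were put under these alternatives only after values had been seen. Genes were filtered with filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total count 15), which left 5842 genes, and normalized with TMM. One quasi-likelihood model of condition and replicate number was fitted to all libraries in R 4.3.3, with 20 residual degrees of freedom and a biological coefficient of variation of 0.080. The contrasts were the change from 0 minutes within each time course, the difference in this change between ET- and FK506-treated *crz1Δ* cells, and the difference between *hcm1ΔP* and *crz1Δ* cells under ET. P-values were adjusted over genes by the Benjamini-Hochberg method, with a threshold of 0.05. The paper's text does not define its batch term, and the replicate number was used. Standard errors of single genes were derived from the estimate and its F statistic. SDs are between the replicates' own changes.

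Gene lists came from S1 Data. The mean of the log2 values over a list was tested with fry of limma 3.58.1, adjusted over lists and time points, and set against 10000 random lists of the same size matched on mean expression in 20 bins. Fkh2/Ndd1 targets among the genes past the threshold at 10 minutes were tested with Fisher's exact test, one-sided, against all tested genes. Genes are named if the paper names them for these samples (those of S1 Table only as a set), if they were deleted or mutated, if they were among the 10 largest differences at 10 minutes past the threshold with the same sign in both replicates, or if they led a list of genes set out for a closer look.

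The alternatives were no replicate block, the flow cell or the time course in place of the replicate block, limma-voom with the correlation within each time course, DESeq2 1.42.0 with the same design, DESeq2's size factors, no filter on low counts, at least 10 counts in every library, the direct contrast of ET with FK506 at each time point, a required absolute log2 difference of at least 1, only the libraries compared, each replicate time course left out in turn, the median over the list, genes on no other list, and limma's camera test. The sequencing lane as the batch was added after seeing the data. Tables were summarised with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1. The edgeR fit was tested on counts simulated at the real library sizes. The means fitted to the ET libraries were also used for the FK506 and *hcm1ΔP* libraries. Beyond the replicate number, no correlation within a time course was simulated. A log2 difference of 1 was given to 200 genes above a set expression level. Among 5818 tested genes, 88.5% of these were recovered, with 4 false calls. Recovery of smaller differences was not tested. Normalized counts (CPM) were taken from edgeR with the TMM library sizes. The number of replicates limits the precision. RNA-seq of *hog1Δ* cells, the published dataset from wild-type cells and the whole list of Hog1-regulated genes were not analysed here. The results for 1 of the 5 gene lists are not reported here.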

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

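The tests of the distance between replicates, of the sequencing batch and of the normalization were chosen only after the results they weigh had been seen. The correlations between replicates were first computed over genes with a mean log2 CPM above 3, and were changed to all tested genes, the set the tests had been written for, after those first values had been seen. Both values are given. The tests of the sequencing batch and of the normalization replaced fits with the time course as the block and with DESeq2's size factors, which could not decide them. The tests at 90 minutes of reads outside genes and of the distance between replicates were judged unable to decide only after their values had been seen.

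At 90 minutes, 259 genes differed in their change from 0 minutes between *hcm1ΔP* and *crz1Δ* cells under ET, 80 higher and 179 lower in *hcm1ΔP* cells (edgeR, interaction of strain and time). At 10, 20, 30, 45 and 60 minutes the number was 0, with 75, 115, 176, 397 and 459 genes at an unadjusted p under 0.05. The largest differences at 90 minutes were *YDR183C-A* (4.24, adjusted p = 0.0340), *YLR154W-E* (-3.41, adjusted p = 0.0440) and *YLR162W* (-2.82, adjusted p = 0.0440). None of these passed without the replicate block, with the flow cell as the batch or with only the libraries compared, and *YLR162W* also did not with DESeq2. The SD across genes between the ET replicates at 90 minutes was 1.58 times the largest SD at the other times. The *hcm1ΔP* replicates lay farther apart than the ET replicates did at 90 minutes (0.32) at 45, 60 and 90 minutes (0.36, 0.36 and 0.38), with no gene past the threshold at 45 and 60 minutes, which goes against the distance between replicates. Across genes, which are not independent replicates, the difference correlated with gene length (Spearman's rho 0.37) and with GC content (Spearman's rho -0.59), both beyond the limit of 0.30 set for them, over the 96.4% of tested genes with an annotated sequence. With each library's share of reads outside genes in the model, 0 genes passed, with 618 at an unadjusted p under 0.05, but at 90 minutes this share was 13.8% and 15.2% in the ET replicates and 18.1% and 16.7% in the *hcm1ΔP* replicates, so the model could not separate it from the strain. With the time course as the block 939 genes passed, and with the flow cell as the batch 55. Each time course lay on 1 flow cell and lane, so a sequencing batch cancels in a change from 0 minutes. As a test of the strain, the differences of replicates 1 and 2 correlated across all tested genes with Pearson's r = 0.38, under the limit of 0.50, and across well-expressed genes with r = 0.61, above it. Gene length and GC content remain, reads outside genes and the distance between replicates were not ruled out, and an effect of the strain cannot be told apart from these 4. Contamination and a mislabelled library were not tested.

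At 30 minutes, 1455 genes outside the 5 cell cycle lists differed between ET- and FK506-treated *crz1Δ* cells, a signal outside those lists. The paper also follows Hog1-regulated genes, whose list was not used here and was not taken out of this number. The largest differences were *SYO1* (-3.59, adjusted p = 1.71e-09), *MAM1* (3.47, adjusted p = 0.0499) and *YDR183C-A* (-3.11, adjusted p = 0.0359), though *MAM1* did not pass without the replicate block, with the flow cell as the batch, with limma-voom, with DESeq2, without a filter on low counts and with the direct contrast at the same time point, and *YDR183C-A* did not without the replicate block, with the flow cell as the batch and with the direct contrast at the same time point. Across all tested genes outside the lists, the difference correlated with gene length with Spearman's rho -0.13 and with GC content with rho 0.13, within the limit of 0.30. The number was 1476 with DESeq2's size factors and 1651 with the share of reads outside genes in the model. It was 925 without the replicate block. The differences of replicates 1 and 2 correlated with Pearson's r = 0.63 across all tested genes outside the lists and r = 0.87 across the well-expressed ones, on the side of the 0.50 limit that an effect of CN inhibition would give. Each time course lay on 1 flow cell and lane, so a sequencing batch cancels in a change from 0 minutes. Of the genes outside the lists that differed, 801 were lower with ET and 654 higher (44.9% in the rarer direction, against a limit of 5%). A scaling error would move all genes one way, but TMM normalization had centred the values before this split was taken. The split could therefore hardly have failed, and scaling was not ruled out. A response to CN inhibition remains a hypothesis. Reads shared between paralogs and a mislabelled library were not tested.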

How the results depend on the processing

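Across the alternatives other than leaving out a replicate, 1145 comparisons of a list mean, gene count or time with its reported value kept their direction and side of the threshold or stayed within the spread of replicates, 97 moved, 5 of them with a change of sign, 30 no longer passed, 13 newly passed and 7 others, with a test, changed sign. For single genes and the ribosome biogenesis mean, 1372 comparisons were unchanged, 4 moved, 43 no longer passed, 43 newly passed and 17 changed sign. In the paragraphs below, single genes are listed only for a change of sign and not for a change of side of the threshold. The causes of these changes were not tested. The Fkh2/Ndd1 over-representation at 10 minutes passed the threshold under each alternative it was run with, with a largest p of 0.0321 (Fisher's exact test). It was not run with genes on no other list. The largest differences of SBF/MBF and Fkh2/Ndd1 targets stayed at 30 minutes with the median and the direct contrast.

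Without the replicate block, the values that moved were, between ET and FK506, the number of genes (5 at 10, 317 at 20, 1092 at 30, 1017 at 60 and 1134 at 90 minutes), the number of Fkh2/Ndd1 targets among the genes (2 at 10 minutes) and the number of genes outside the 5 lists (925 at 30 minutes), and between *hcm1ΔP* and *crz1Δ* the number of genes (0 at 90 minutes), and for the change from 0 minutes with FK506 the number of genes (1112 at 60 minutes). The threshold was no longer passed between ET and FK506 by the SBF/MBF mean (-0.13 at 90 minutes). At 90 minutes, where the count for *hcm1ΔP* v *crz1Δ* was 0, 807 genes had an unadjusted p under 0.05.

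With the flow cell as the batch, the values that moved were, between ET and FK506, the number of genes (8 at 10 and 358 at 20 minutes) and the number of Fkh2/Ndd1 targets among the genes (4 at 10 minutes), and between *hcm1ΔP* and *crz1Δ* the number of genes (55 at 90 minutes). The threshold was no longer passed between ET and FK506 by the SBF/MBF mean (-0.13 at 90 minutes).

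With the time course as the block, the values that moved were, between ET and FK506, the number of genes (38 at 10 minutes) and the number of Fkh2/Ndd1 targets among the genes (12 at 10 minutes), and between *hcm1ΔP* and *crz1Δ* the number of genes (3 at 45 and 939 at 90 minutes). A change of sign was seen between *hcm1ΔP* and *crz1Δ* for the Hcm1 mean (-0.0020 at 90 minutes).

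With the sequencing lane as the batch, chosen after seeing the data, the values that moved were, between ET and FK506, the number of genes (24 at 10 minutes), and between *hcm1ΔP* and *crz1Δ* the number of genes (775 at 90 minutes). The threshold was no longer passed between ET and FK506 by the SBF/MBF mean (-0.13 at 90 minutes). The sign changed between *hcm1ΔP* and *crz1Δ* for the Hcm1 mean (-0.0017 at 90 minutes).

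With limma-voom, the values that moved were, between ET and FK506, the number of genes (32 at 10 minutes) and the number of Fkh2/Ndd1 targets among the genes (11 at 10 minutes), and between *hcm1ΔP* and *crz1Δ* the number of genes (847 at 90 minutes).

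With DESeq2, the values that moved were, between ET and FK506, the number of genes (26 at 10 minutes), the SBF/MBF mean (-0.37 at 60 minutes), the Hcm1 mean (-0.50 at 45, -0.40 at 60 and -0.31 at 90 minutes), the Fkh2/Ndd1 mean (-0.34 at 60 and -0.31 at 90 minutes), the Mcm mean (-0.39 at 30, -0.27 at 45 and -0.067 at 60 minutes) and the SBF only mean (-0.62 at 30 minutes), and between *hcm1ΔP* and *crz1Δ* the Hcm1 mean (0.052 at 10, 0.087 at 45 and 0.058 at 60 minutes), and for the change from 0 minutes with ET the SBF/MBF mean (-0.76 at 10 minutes), the Hcm1 mean (-0.54 at 10 minutes), the Fkh2/Ndd1 mean (-0.92 at 10 minutes) and the Mcm mean (-0.35 at 10 minutes), and for the change from 0 minutes with FK506 the SBF/MBF mean (-0.64 at 10 minutes), the Hcm1 mean (-0.37 at 10 and -0.14 at 30 minutes), the Fkh2/Ndd1 mean (-0.018 at 30 minutes) and the Mcm mean (-0.16 at 10 and 0.043 at 30 minutes). The sign changed between ET and FK506 for *YHP1* (-0.029 at 60 minutes), and for the change from 0 minutes with FK506 *YHP1* (-0.011 at 20 minutes) and *NDD1* (-0.014 at 10 minutes).

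With the direct contrast at the same time point, the values that moved were, between ET and FK506, the number of genes (236 at 10 and 1174 at 20 minutes), the number of Fkh2/Ndd1 targets among the genes (21 at 10 minutes) and the number of Hcm1 genes (66 at 30 minutes). Newly past the threshold were, between ET and FK506, the SBF/MBF mean (-0.12 at 10 minutes) and the Mcm mean (-0.061 at 60 minutes). A change of sign was seen between ET and FK506 for *YGP1* (-0.089 at 30 minutes), *DSE1* (-0.011 at 10 minutes), *YHP1* (-0.088 at 60 minutes) and *MCM1* (0.13 at 10 minutes).

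With only the libraries compared, the values that moved were, between ET and FK506, the number of genes (28 at 10 and 1133 at 90 minutes), and between *hcm1ΔP* and *crz1Δ* the number of genes (0 at 90 minutes). The threshold was no longer passed for the change from 0 minutes with ET by the SBF/MBF mean (-0.75 at 10, -1.01 at 20, -0.98 at 30 and -0.51 at 45 minutes), the Hcm1 mean (-0.52 at 10 and -0.66 at 30 minutes), the Fkh2/Ndd1 mean (-0.90 at 10, -1.28 at 20 and -0.98 at 30 minutes) and the Mcm mean (-0.33 at 10 and -0.34 at 30 minutes), and for the change from 0 minutes with FK506 the SBF/MBF mean (-0.61 at 10, -0.65 at 20, -0.19 at 30 and 0.23 at 45 minutes), the Hcm1 mean (-0.33 at 10 and -0.11 at 30 minutes), the Fkh2/Ndd1 mean (-0.44 at 10 and -0.48 at 20 minutes) and the Mcm mean (-0.12 at 10 and 0.077 at 30 minutes). Newly past the threshold were, between ET and FK506, the SBF/MBF mean (-0.14 at 10 minutes) and the Mcm mean (-0.066 at 60 minutes). The sign changed between ET and FK506 for *YHP1* (-0.032 at 60 minutes), and for the change from 0 minutes with FK506 *FKH2* (0.0053 at 60 minutes). With 4 libraries and 1 residual degree of freedom for a change from 0 minutes, the 4 SBF/MBF means with ET all had the same adjusted p of 0.0667. At 90 minutes, where the count for *hcm1ΔP* v *crz1Δ* was 0, 466 genes had an unadjusted p under 0.05.

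With an absolute log2 difference of at least 1 required, the values that moved were, between ET and FK506, the number of genes (5 at 10, 206 at 20, 448 at 30, 586 at 45, 361 at 60 and 477 at 90 minutes) and the number of Fkh2/Ndd1 targets among the genes (1 at 10 minutes).

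With camera, the threshold was no longer passed for the change from 0 minutes with FK506 by the SBF/MBF mean (-0.18 at 30 minutes), the Hcm1 mean (-0.10 at 30 minutes) and the Mcm mean (-0.12 at 10 and 0.081 at 30 minutes), and for the change from 0 minutes with ET the Mcm mean (-0.31 at 10 and -0.33 at 30 minutes). Newly past the threshold were, between ET and FK506, the SBF/MBF mean (-0.11 at 10 minutes), and between *hcm1ΔP* and *crz1Δ* the Fkh2/Ndd1 mean (0.087 at 45 minutes) and the Hcm1 mean (0.060 at 10, 0.11 at 20, 0.13 at 30 and 0.080 at 45 minutes).

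With the median over the genes, the values that moved were, between ET and FK506, the SBF/MBF median (-0.24 at 20, -0.68 at 30 and -0.64 at 45 minutes), the Hcm1 median (-0.13 at 10, -0.26 at 20, -0.43 at 30, -0.42 at 45 and -0.31 at 60 minutes), the Fkh2/Ndd1 median (-0.21 at 90 minutes), the Mcm median (-0.16 at 10, -0.29 at 20, -0.41 at 30, -0.18 at 45, -0.13 at 60 and -0.12 at 90 minutes), the SBF and MBF median (-0.98 at 30 minutes), the SBF only median (-0.54 at 30 minutes) and the MBF only median (-0.59 at 30 minutes), and between *hcm1ΔP* and *crz1Δ* the Fkh2/Ndd1 median (-0.0098 at 10 minutes) and the Hcm1 median (0.044 at 10, 0.042 at 60 and -0.034 at 90 minutes), and for the change from 0 minutes with ET the SBF/MBF median (-0.58 at 10, -0.88 at 20 and -0.81 at 30 minutes), the Hcm1 median (-0.34 at 10 minutes), the Fkh2/Ndd1 median (-0.65 at 10 and -1.08 at 20 minutes) and the Mcm median (-0.40 at 10 and -0.55 at 30 minutes), and for the change from 0 minutes with FK506 the SBF/MBF median (-0.53 at 10 and 0.18 at 45 minutes), the Hcm1 median (-0.20 at 10 minutes), the Fkh2/Ndd1 median (-0.31 at 10 and -0.014 at 30 minutes) and the Mcm median (-0.18 at 10 and 0.029 at 30 minutes).

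With DESeq2's size factors, the threshold was newly passed between ET and FK506 by the Mcm mean (-0.066 at 60 minutes). The sign changed between *hcm1ΔP* and *crz1Δ* for the Fkh2/Ndd1 mean (-0.0036 at 10 minutes), and for the change from 0 minutes with FK506 the Fkh2/Ndd1 mean (-0.018 at 30 minutes), *YHP1* (-0.010 at 20 minutes) and *NDD1* (-0.014 at 10 minutes), and between ET and FK506 *YHP1* (-0.029 at 60 minutes).

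Without a filter on low counts, the threshold was newly passed between ET and FK506 by the Mcm mean (-0.090 at 60 minutes). A change of sign was seen between ET and FK506 for the Mcm mean (-0.11 at 90 minutes) and *YHP1* (-0.028 at 60 minutes), and for the change from 0 minutes with FK506 *NDD1* (-0.015 at 10 minutes).

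With genes of at least 10 counts in every library, the threshold was newly passed between ET and FK506 by the Mcm mean (-0.082 at 60 minutes). The sign changed for the change from 0 minutes with FK506 for the Fkh2/Ndd1 mean (-0.017 at 30 minutes), *YHP1* (-0.016 at 20 minutes) and *NDD1* (-0.014 at 10 minutes), and between ET and FK506 *YHP1* (-0.044 at 60 minutes).

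With genes on no other list, the sign changed between *hcm1ΔP* and *crz1Δ* for the Fkh2/Ndd1 mean (-0.0057 at 10 minutes).

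Each replicate time course was left out in turn, in 6 fits. Over all list means and fits, 278 values stayed within the spread of replicates and 88 moved. For single genes and the ribosome biogenesis mean, 747 stayed within it and 111 moved. The list means that moved ran over these ranges, between ET and FK506 the SBF/MBF mean (from -0.37 to -0.29 at 20, from -0.83 to -0.73 at 30 and from -0.74 to -0.66 at 45 minutes), the Hcm1 mean (from -0.39 to -0.32 at 20, from -0.59 to -0.50 at 30, from -0.50 to -0.43 at 45 and from -0.38 to -0.35 at 60 minutes), the Fkh2/Ndd1 mean (from -0.48 to -0.39 at 10 and from -0.28 to -0.27 at 90 minutes), the Mcm mean (from -0.21 to -0.16 at 10, from -0.36 to -0.33 at 20, from -0.43 to -0.40 at 30, from -0.26 to -0.23 at 45 and from -0.038 to -0.011 at 60 minutes), the SBF and MBF mean (from -1.16 to -1.02 at 30 minutes), the SBF only mean (from -0.68 to -0.61 at 30 minutes) and the MBF only mean (from -0.72 to -0.64 at 30 minutes), and between *hcm1ΔP* and *crz1Δ* the Fkh2/Ndd1 mean (from -0.028 to 0.048 at 10 minutes) and the Hcm1 mean (from 0.050 to 0.081 at 10, from 0.080 to 0.17 at 30, from 0.043 to 0.11 at 45, from 0.045 to 0.061 at 60 and from -0.0078 to 0.0084 at 90 minutes), and for the change from 0 minutes with FK506 the SBF/MBF mean (from -0.62 to -0.61 at 10 and from -0.23 to -0.15 at 30 minutes), the Hcm1 mean (from -0.34 to -0.33 at 10 and from -0.13 to -0.086 at 30 minutes), the Fkh2/Ndd1 mean (from -0.0012 to 0.021 at 30 minutes) and the Mcm mean (from 0.061 to 0.083 at 30 minutes), and for the change from 0 minutes with ET the Hcm1 mean (from -0.51 to -0.49 at 10 minutes) and the Mcm mean (from -0.32 to -0.29 at 10 and from -0.35 to -0.32 at 30 minutes). Gene counts are not given for these fits, since an arm then has 1 library.

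With 2 replicates per condition, the count of genes at 10 minutes ran from 5 to 236 across the alternatives.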

Differences from the paper's values

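The number of genes that differed between ET and FK506 at 10 minutes was 15 against the paper's 38. It was 38 with the time course as the block, 32 with limma-voom, 26 with DESeq2 and 28 with only the libraries compared, each within 1.5 times the paper's value. The number of Fkh2/Ndd1 targets among them was 7 against the paper's 11. It was 12 with the time course as the block, 11 with limma-voom, 10 with DESeq2 and 8 with only the libraries compared, each within 1.5 times the paper's value. The number of cell cycle genes among them was 8 on the lists of S1 Data against the paper's 17. Another 1 gene is on none of these lists but has a cluster in S1 Table. The count on the lists was 20 with the time course as the block, 18 with limma-voom, 13 with DESeq2 and 13 with only the libraries compared, each within 1.5 times the paper's value. The other alternatives set before the data were examined did not come within 1.5 times the paper's values: no replicate block, the flow cell as the batch, DESeq2's size factors, either other filter on low counts, the direct contrast, and a required log2 difference of at least 1. With the sequencing lane as the batch, which was chosen after seeing the values, the counts were 24 genes, 9 Fkh2/Ndd1 targets and 13 cell cycle genes. Of these alternatives, limma-voom is the closest to the methods the paper states.

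For the list means, the paper's value is the mean of its values in S1 Data over the list. The SBF/MBF mean log2 change at 10 minutes with FK506 was -0.61 against the paper's -0.63, and was within the replicate SD of it without a filter on low counts (-0.63) and without FK506 replicate 1 (-0.62). The Hcm1 mean log2 change at 10 minutes with ET was -0.50 against the paper's -0.54, and was within the replicate SD of it with DESeq2 (-0.54), with DESeq2's size factors (-0.54) and without a filter on low counts (-0.54). The Hcm1 mean log2 change at 10 minutes with FK506 was -0.33 against the paper's -0.37, and none of the alternatives set before the data were examined came within the replicate SD of it. It was -0.37, equal to the paper's at 2 decimals, with DESeq2, with DESeq2's size factors and without a filter on low counts. The Fkh2/Ndd1 mean log2 change at 10 minutes with ET was -0.87 against the paper's -0.91, and was within the replicate SD of it with DESeq2 (-0.92), with DESeq2's size factors (-0.91), without a filter on low counts (-0.91), with genes of at least 10 counts in every library (-0.92), with only the libraries compared (-0.90), without ET replicate 2 (-0.89), without FK506 replicate 1 (-0.89) and without *hcm1ΔP* replicate 1 (-0.89). The Mcm mean log2 change at 10 minutes with ET was -0.31 against the paper's -0.37, and was within the replicate SD of it without a filter on low counts (-0.37). The Mcm mean log2 change at 30 minutes with ET was -0.33 against the paper's -0.37, and was within the replicate SD of it without a filter on low counts (-0.38). The Mcm mean log2 change at 10 minutes with FK506 was -0.12 against the paper's -0.17, and was within the replicate SD of it with DESeq2 (-0.16), with DESeq2's size factors (-0.16), without a filter on low counts (-0.17) and with genes of at least 10 counts in every library (-0.16). The Mcm mean log2 change at 30 minutes with FK506 was 0.081 against the paper's 0.036, and was within the replicate SD of it with DESeq2 (0.043), with DESeq2's size factors (0.044), without a filter on low counts (0.025) and with genes of at least 10 counts in every library (0.045). The log2 change of *NUD1* at 10 minutes with ET was -0.54 against the paper's -1.26, and none of the alternatives set before the data were examined closed the gap. The other fits set before the data were examined did not bring a mean for which they are not named within the replicate SD. The median over the Mcm genes came within the SD of the paper's mean in FK506, at -0.18 at 10 and 0.029 at 30 minutes, but is a different statistic from the mean the paper gives. Otherwise the median, genes on no other list and the sequencing lane as the batch, which was chosen after seeing the values, did not bring any of these means within it.

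The paper states that *CLB2* fell strongly in control but not in FK506-treated cells. Its log2 fold change at 10 minutes was -1.79 with FK506 (edgeR adjusted p = 3.55e-16) and -2.81 with ET. At 30 minutes it was -0.18 with FK506 and -1.83 with ET. The paper describes the average of the Mcm cluster as largely unchanged. Its mean log2 fold change at 30 minutes was -0.33 with ET and 0.081 with FK506, and the mean difference between them was -0.41 (adjusted p = 1.04e-10 from fry of limma, and 0.000438 from camera). The change with ET itself at 30 minutes passed fry but not camera (adjusted p = 0.252 from camera). With ET the mean was 0.031 at 60 minutes and 0.14 at 90 minutes.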

Other observations

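The tests of the ribosome biogenesis genes and of the Hcm1 targets were chosen only after the results had been seen. The words that define the ribosome biogenesis set were also narrowed once to those of the written test, with no change in its outcome.

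Several genes outside the cell cycle lists had a large negative difference between ET and FK506 at 30 minutes. They prompted a test of 212 genes annotated to rRNA processing or preribosomes, of which 7 are also on a cell cycle list. Their mean log2 fold change from 0 to 30 minutes was -2.28 ± 0.013 with ET and -1.08 ± 0.11 with FK506 (SD, n = 2 replicates). The mean difference between the treatments was -1.20 ± 0.10, and 171 of the genes were lower with ET past the threshold. This mean was lower than every random list matched on expression (percentile 0), but the set was prompted by the same values, so the ranking is not an independent test. With the direct contrast the mean was -1.09. The mean difference between the treatments was -0.0028 ± 0.12 at 10 minutes, -0.94 ± 0.14 at 20 minutes, -0.90 ± 0.093 at 45 minutes, -0.52 ± 0.15 at 60 minutes and -0.51 ± 0.12 at 90 minutes. The set was also lower in *hcm1ΔP* than in *crz1Δ* cells at 30 minutes, both without FK506, with a mean difference of -0.23 ± 0.028. This mean was below 0 at the other times too, from -0.069 ± 0.13 at 10 minutes to -0.21 ± 0.016 at 45 minutes. At 90 minutes it was -0.19 ± 0.0073, and 21 genes of the set were lower in *hcm1ΔP* cells past the threshold. A shared response of ribosome biogenesis genes was not tested on other data. Technical explanations were tested only on the whole set of genes outside the lists, not on these genes alone.

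Hcm1 targets had a higher change from 0 minutes in *hcm1ΔP* than in *crz1Δ* cells from 10 to 60 minutes, with a mean log2 difference of 0.060 at 10 minutes, 0.11 at 20 minutes, 0.13 at 30 minutes, 0.080 at 45 minutes and 0.054 at 60 minutes. At 90 minutes the mean was 0.00014 and the median -0.034, with 53 genes lower and 43 higher. At 30 minutes the mean was 0.096 in replicate 1 and 0.16 in replicate 2, and higher than the random lists matched on expression (percentile 100). It did not pass the fry test (adjusted p = 0.0710, limma) and passed camera (adjusted p = 8.54e-07, limma). Camera and the random lists set genes against other genes, which are not independent replicates, while fry takes its error from the libraries. Hcm1 that CN cannot inactivate may keep its targets up, as a hypothesis on which the tests differ. Technical explanations were not tested for these targets.

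At 0 minutes, 0 genes differed between FK506- and ET-treated *crz1Δ* cells, with 372 at an unadjusted p under 0.05, and 2 genes differed between *hcm1ΔP* and *crz1Δ* cells under ET (edgeR). The row named *NUD1* in the Hcm1 list of S1 Data differed from the values computed for *NUD1* by a root mean square of 0.42 and from those computed for *PSA1* by 0.018.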
